# Mouse BAZ1A (ACF1) Is Dispensable for Double-Strand Break Repair but Is Essential for Averting Improper Gene Expression during Spermatogenesis

**DOI:** 10.1371/journal.pgen.1003945

**Published:** 2013-11-07

**Authors:** James A. Dowdle, Monika Mehta, Elizabeth M. Kass, Bao Q. Vuong, Akiko Inagaki, Dieter Egli, Maria Jasin, Scott Keeney

## Abstract

ATP-dependent chromatin remodelers control DNA access for transcription, recombination, and other processes. Acf1 (also known as BAZ1A in mammals) is a defining subunit of the conserved ISWI-family chromatin remodelers ACF and CHRAC, first purified over 15 years ago from *Drosophila melanogaster* embryos. Much is known about biochemical properties of ACF and CHRAC, which move nucleosomes *in vitro* and *in vivo* to establish ordered chromatin arrays. Genetic studies in yeast, flies and cultured human cells clearly implicate these complexes in transcriptional repression via control of chromatin structures. RNAi experiments in transformed mammalian cells in culture also implicate ACF and CHRAC in DNA damage checkpoints and double-strand break repair. However, their essential *in vivo* roles in mammals are unknown. Here, we show that *Baz1a*-knockout mice are viable and able to repair developmentally programmed DNA double-strand breaks in the immune system and germ line, I-SceI endonuclease-induced breaks in primary fibroblasts via homologous recombination, and DNA damage from mitomycin C exposure *in vivo*. However, *Baz1a* deficiency causes male-specific sterility in accord with its high expression in male germ cells, where it displays dynamic, stage-specific patterns of chromosomal localization. Sterility is caused by pronounced defects in sperm development, most likely a consequence of massively perturbed gene expression in spermatocytes and round spermatids in the absence of BAZ1A: the normal spermiogenic transcription program is largely intact but more than 900 other genes are mis-regulated, primarily reflecting inappropriate up-regulation. We propose that large-scale changes in chromatin composition that occur during spermatogenesis create a window of vulnerability to promiscuous transcription changes, with an essential function of ACF and/or CHRAC chromatin remodeling activities being to safeguard against these alterations.

## Author Summary

The eukaryotic genome is packaged into a periodic nucleoprotein complex known as chromatin. Wrapping of DNA around nucleosomes, the basic repeat unit of chromatin, enables packing of long stretches of DNA into a compact nucleus but also impedes access by protein factors involved in essential cellular processes such as transcription, replication, recombination and repair. Chromatin remodeling factors are multi-protein complexes that utilize the energy released during ATP-hydrolysis to assemble, reposition, restructure and disassemble nucleosomes. These complexes disrupt histone-DNA contacts to ‘remodel’ the chromatin and grant access to the genome. Alternatively, access can also be denied to repress transcription, for example. Spermatogenesis, the developmental program that produces sperm, comprises a dramatic chromatin makeover and the induction of a transcriptional program that engages nearly one-third of the genome. Here we provide evidence suggesting that these large-scale alterations leave the genomic material vulnerable to spurious transcriptional changes which are normally repressed by ACF1 (BAZ1A in mammals), the defining member of the well-studied ACF/CHRAC chromatin remodeling complex. These findings indicate that *Baz1a* plays a previously unrealized role in male fertility and may represent a novel target for male contraceptive development.

## Introduction

The nucleosome, a complex of eight histone proteins wrapped by 146 bp of DNA, is a fundamental packaging unit for nuclear DNA, controlling access by proteins involved in transcription, replication, recombination and repair. Granting or blocking DNA access can be effected through changes in histone-DNA contacts by action of chromatin remodelers, ATP-dependent multi-protein complexes that assemble, reposition, restructure and/or disassemble nucleosomes [1], [2]. Each remodeler comprises an ATPase of the Swi2/Snf2 family of helicases/translocases and one or more accessory factors that confer biological specificity by modulating the ATPase's activity and/or targeting to particular genomic locations.

ACF and CHRAC are particularly well-studied examples of the widely conserved imitation switch (ISWI) family of remodelers, first purified from *Drosophila* [3], [4]. *Drosophila* ACF (ATP-dependent chromatin assembly and remodeling factor) is a two-subunit complex containing the ATPase ISWI bound to Acf1 [5]. Its human counterpart contains the ISWI homolog SNF2H (SMARCA5) and the Acf1 homolog BAZ1A (also known as ACF1) [6], [7]. CHRAC (chromatin accessibility complex) is a larger version of ACF which, in addition to Acf1 and ISWI, contains two small histone-fold proteins: CHRAC14 and -16 in *Drosophila* [8], [9], CHRAC15 and -17 in human [10] (Figure S1A). BAZ1A is so named because it shares domain architecture with other BAZ family members: a bromodomain adjacent to a zinc finger, typically a plant homeo domain (PHD) [11] (Figure S1B). *Drosophila* and mammals have multiple Acf1 homologs, each of which associates with an ATPase with or without additional proteins to form a large family of distinct ISWI chromatin remodeling complexes (Figure S1A). Of the seven Acf1 homologs in mammals, BAZ1A is the one most similar to *Drosophila* Acf1 (Figure S1C), so it is a defining subunit of mammalian ACF and CHRAC complexes.

A great deal is known about the enzymatic activities of ACF and CHRAC because the human and *Drosophila* proteins, and the equivalent ISW2 complex of budding yeast, have been paradigms for biochemical studies of ISWI complexes [reviewed in 12]–[14]. *In vitro*, they catalyze movements of nucleosomes to form regularly spaced nucleosome arrays, consistent with a principal function in assembly and maintenance of properly ordered chromatin structures [3], [4]. Much is also known about the biochemical functions of the non-ATPase subunits. Acf1/BAZ1A (and/or their yeast homolog Itc1) directly contacts nucleosome-adjacent linker DNA, increases the affinity and processivity of the ATPase on nucleosomal substrates, and alters basal ISWI/SNF2H nucleosome spacing and positioning activities *in vitro* [5], [8], [15]–[18]. The CHRAC proteins heterodimerize and directly bind both DNA and the N-terminus of Acf1/BAZ1A to further enhance ACF performance [15], [19]–[21]. Bulk biochemical, single-molecule, and structural studies have elucidated interactions of ACF and CHRAC with ATP, DNA, and nucleosomes, leading to detailed mechanistic models for their function in chromatin assembly and nucleosome movement [reviewed in 2], [12]–[14].

In contrast, comparatively little is known about these complexes' physiological roles in metazoans [22]. *Iswi* and *Snf2h* mutations cause embryonic lethality in flies and mice, respectively [23], [24], but these ATPases are the catalytic cores of multiple chromatin remodeling complexes with distinct biochemical properties and biological specificities [2], [22] (Figure S1A). Thus far, *Drosophila* genetic studies provide the only *in vivo* data specific to ACF/CHRAC. Null *acf1* mutations cause substantial lethality at larval stage L3, although about 25% of *acf1* flies survive to adulthood and are fertile, suggesting the existence of compensatory factors [25]. Mutants display less ordered nucleosome arrays, reduced position effect variegation, defects in establishment of pericentric heterochromatin and Polycomb-dependent repressive chromatin, and derepression of Wingless-regulated genes [25]–[27]. These properties suggest that ACF and/or CHRAC promote proper chromatin assembly *in vivo*, also supported by studies of homologous protein complexes in budding yeast [28]. RNAi depletion studies in cultured, tumor-derived human cells indicate that *Baz1a* facilitates replication through heterochromatic DNA [29], contributes to repression of vitamin D3 receptor-regulated genes [30], and promotes DNA double-strand break (DSB) repair [31] and the G2/M DNA damage checkpoint [32]. These findings may also reflect chromatin assembly functions of ACF/CHRAC, but whether these cellular roles are essential *in vivo* has not been addressed.

Of necessity, chromatin assembly occurs on a large scale during DNA replication. It has been suggested that ACF and/or CHRAC are especially critical at this time, in part because expression of *Drosophila* Acf1 is highest and its function most crucial during the rapid divisions of early embryonic development [25], [26]. However, chromatin assembly also occurs in non-replicative contexts. For example, developmentally programmed, post-replicative chromatin changes are a hallmark of mammalian spermatogenesis, including altered histone modifications, substitution of canonical histones with histone variants (many of which are testis-specific), and, late in spermiogenesis, replacement of most histones with transition proteins and then protamines [33]. Some of these alterations occur genome-wide, while some are targeted to specific regions such as sex chromosomes or transposable elements. Contemporaneously, gene expression is substantially rewired in successive waves to execute each spermatogenic stage [34]. Many factors that implement these normal programs of chromatin alteration and gene expression changes have been discovered, e.g., transcription factors CREM and MYBL1 and the histone H4 hyperacetylation reader BRDT [35]–[37]. However, given the profound influence of chromatin structure on gene expression, it is an open question how the extensive chromatin remodeling during spermatogenesis affects transcription.

Here, we examine the physiological functions of mammalian ACF and CHRAC by generating mice with a targeted *Baz1a* mutation. Surprisingly, *Baz1a* is dispensable for embryonic development, postnatal viability, and development of cells that experience programmed DSBs. Instead, BAZ1A is essential for proper spermiogenesis and thus male fertility, with BAZ1A required (directly or indirectly) to prevent inappropriate gene expression during periods of large-scale chromatin restructuring in spermatogenesis.

## Results

### BAZ1A protein expression and localization

BAZ1A-containing complexes (ACF and CHRAC) have been purified from cultured human cells, but their distribution *in vivo* had not been addressed. Human *BAZ1A* transcript levels are high in the testis compared to other tissues [11]. The same is true at the protein level in mice: BAZ1A was readily detected by immunoblotting of testis extracts but was below detection in other adult tissues examined (Figure 1A). Conversely, its paralog BAZ1B was readily detected in all tissues (Figure 1A). SNF2H was highly expressed in testis and showed strong expression in other tissues (Figure 1A). BAZ1A is likely produced in tissues other than testis, however, as it could be detected using the same western blot conditions in more concentrated extracts of cultured human and mouse cells (Figure 1B) and by RT-PCR from a panel of mouse tissues (data not shown).

**Figure 1:**
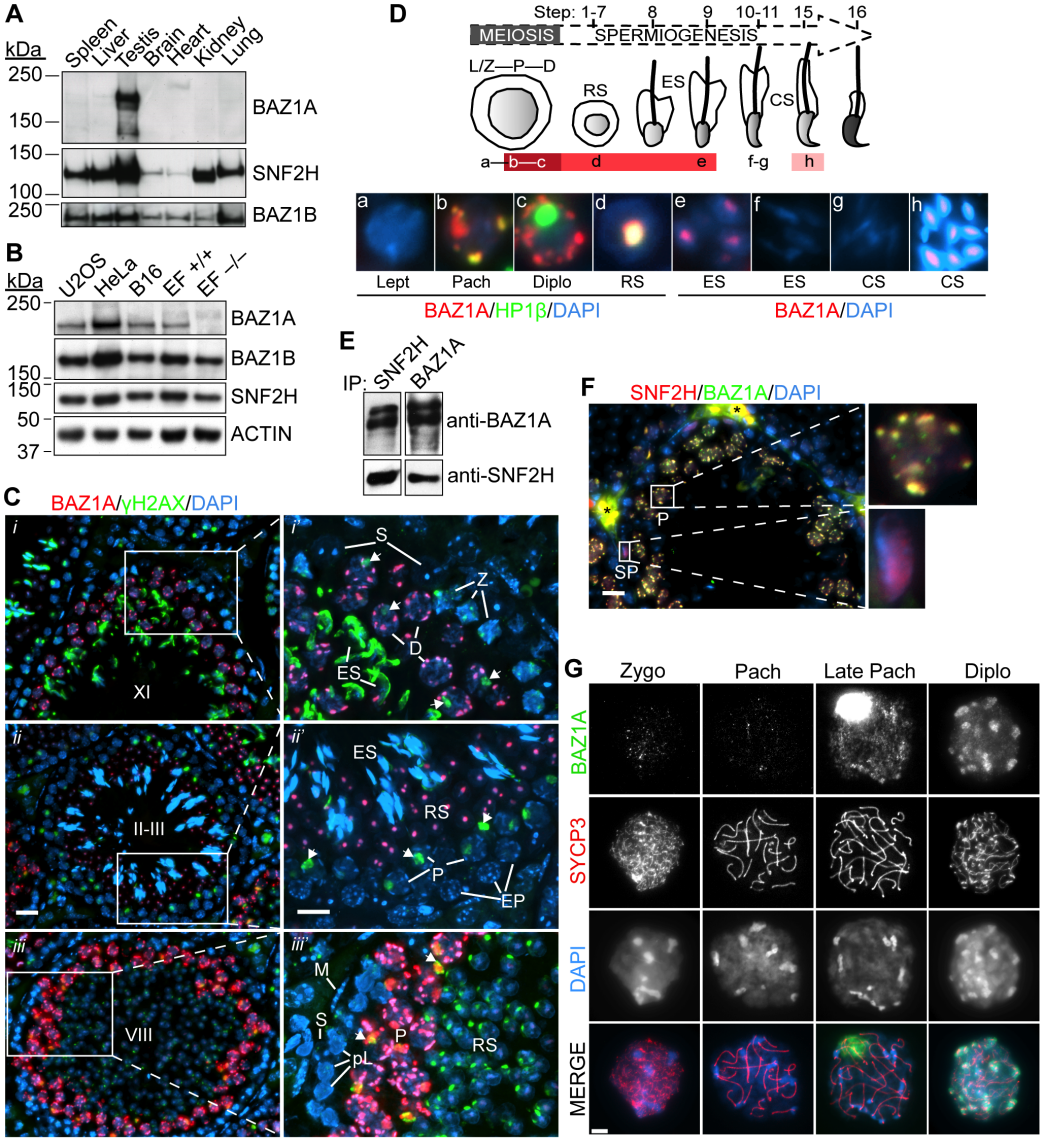
Expression and localization of BAZ1A in male germ cells. (A, B) Equal amounts of low-speed centrifuged, nuclear-enriched extracts from a panel of mouse tissues (8.5 µg protein) (A) or cultured human (U2OS and HeLa) and mouse (B16 and ear fibroblasts (EF)) cells (25 µg) (B) were immunoblotted with anti-BAZ1A, SNF2H and BAZ1B antibodies. Approximate molecular masses: BAZ1A = 178 kDa, SNF2H = 122 kDa, BAZ1B = 171 kDa and ACTIN = 42 kDa. +/+, wild-type; −/−, *Baz1a^−/−^*. (C) Immunofluorescence of testis sections with BAZ1A and γH2AX antibodies. (i–iii) Testis sections at various stages (indicated by uppercase Roman numerals). Bar = 20 µm. (i′–iii′) Magnification of areas indicated in left panels. Bar = 10 µm. Arrows point to sex bodies. Note that anti-γH2AX staining along the heads of elongating spermatids at stage X-XI and the focal signal in round spermatids at stage VIII is non-specific due to cross-reactivity with the developing acrosome. ES, elongating spermatid; RS, round spermatid; Z, zygotene spermatocyte; EP, early pachytene spermatocyte; S, Sertoli cell; P, pachytene spermatocyte; L, leptotene spermatocyte; pL, preleptotene spermatocyte; M, peritubular myoid cell; D, diplotene spermatocyte. (D) Schematic summarizing BAZ1A expression during spermatogenesis, with darker shades of red indicating intensity of BAZ1A staining. Micrographs are from insets in Figure S2B; panels a–d are co-stained with HP1β, a marker of heterochromatin (see Figure S2B and text for further explanation); panels e–h display higher exposures of the BAZ1A staining. RS, round spermatid; ES, elongating spermatid; CS, condensing spermatid. Abbreviations of meiotic stages as in (C). See text for full description of staining patterns. (E) Coimmunoprecipitation (IP) of SNF2H and BAZ1A from wild-type whole testis lysates. (F) Immunofluorescence of testis sections with BAZ1A and SNF2H antibodies. Magnifications of the indicated cells are shown. SP, spermatogonia; *autofluorescent red blood cells; bar = 20 µm. (G) BAZ1A immunofluorescence on squashed spermatocyte nuclei at different stages of meiotic prophase I as indicated by staining for the axial element component SYCP3. Bar = 5 µm.

To more precisely define BAZ1A expression and localization, we immunostained testis sections. As detailed below, expression was first detected in germ cells late in meiotic prophase, and continued through early steps of postmeiotic spermatid differentiation. BAZ1A abundance and sub-nuclear localization patterns were highly dynamic across this developmental timeline.

Spermatogenesis begins from spermatogonia, stem cells residing near the basal lamina of seminiferous tubules. Differentiation to primary spermatocytes is accompanied by migration toward the tubule lumen and onset of meiosis, in which one round of DNA replication precedes two rounds of chromosome segregation to generate haploid cells. Postmeiotic differentiation (spermiogenesis) converts these meiotic products into mature sperm. The progression of spermatogenesis in semi-synchronous waves allows classification of histological sections of the seminiferous epithelium into 12 stages based on their cellular content, which in turn allows the developmental timing of germ cells to be inferred (Figure S2A).

BAZ1A was not detected in leptotene/zygotene spermatocytes (e.g., in stage XI tubules; Figure 1C *i′*) or early pachytene spermatocytes (e.g., in stage II–III tubules; Figure 1C *ii′*), but was detectable in mid-pachytene spermatocytes starting in stage V (data not shown), becoming strongly stained in later-stage pachytene spermatocytes in stage VIII, IX, and X tubules where it was particularly enriched in DAPI-dense pericentric heterochromatin (Figure 1C *iii*′, Figure S2B *i*, S2B *ii*, and data not shown) and the sex body (see below). It was also enriched in pericentric heterochromatin but not sex bodies of diplotene spermatocytes in stage XI tubules (Figure 1C *i′*), in the chromocenters of round spermatids at stage II–III (Figure 1C *ii′*), and weakly in the further developed spermatids at stages VIII and IX, immediately prior to and just beginning to elongate, respectively (Figure 1C *iii′*, Figure S2B *i′*, and data not shown). BAZ1A partially overlapped with HP1β, confirming enrichment in heterochromatin (Figure 1D and Figure S2B), consistent with localization in cultured cells [29], [38]. BAZ1A was not detected in somatic Sertoli and peritubular myoid cells present in all tubule stages (Figure 1C *i′–iii′*). Figure 1D summarizes BAZ1A expression during spermatogenesis: it was first detected in mid-pachytene spermatocytes and continued through step 9 spermatids; it was not detectable in elongating step 10–11 spermatids (Figure S2B *ii′* and *iii′*, insets), but was seen again later, in step 15 spermatids (Figure S2B *iv′*, inset). By contrast, BAZ1A staining was only weakly detectable in pachytene and diplotene/dictyate oocytes in sections of embryonic or early postnatal ovaries (Figure S2C). Thus, high-level BAZ1A expression in germ cells is specific for males.

BAZ1A and SNF2H showed reciprocal coimmunoprecipitation from testis extracts (Figure 1E; see also below), and displayed essentially complete overlap on the pericentric heterochromatin in pachytene spermatocytes (Figure 1F, top magnification) and in the chromocenters in round spermatids (data not shown). Thus, the ACF and/or CHRAC complexes form in these cells. SNF2H was also detected in spermatogonia, where BAZ1A was absent (Figure 1F, bottom magnification), consistent with presence of BAZ1A-independent ISWI complexes such as those containing SNF2H and CECR2 [39] (Figure S1A).

To provide a more detailed evaluation of chromosomal distribution during meiosis, we examined BAZ1A staining on squash preparations of spermatocyte nuclei, using anti-SYCP3 staining to evaluate stages of synaptonemal complex assembly. BAZ1A was not detectable above background until after mid-pachynema (Figure 1G), whereupon it was present diffusely on chromatin with weak enrichment in pericentric heterochromatin and strong accumulation in the sex body, a subnuclear domain containing the heterochromatinized sex chromosomes [40]. At diplonema, BAZ1A was no longer detectable in the sex body, but remained diffuse along chromatin and was now highly enriched in pericentric heterochromatin (Figure 1G). These results agree with analysis of testis sections co-stained for γH2AX, which is enriched in the sex body (Figure 1C, arrows): sex body accumulation of BAZ1A was observed in pachytene spermatocytes as early as stage V tubules (mid pachynema) and as late as stage X (late pachynema), but not diplotene spermatocytes in stage XI (Figure 1C, Figure S2B, and data not shown).

We also examined spread chromosome preparations, in which proteins are more stringently extracted from chromatin. Throughout pachynema and diplonema, BAZ1A staining displayed a punctate pattern dispersed across chromatin, with little of the enrichment in pericentric heterochromatin seen with squashes (Figure S2D). This difference suggests that BAZ1A association with pericentric heterochromatin is less robust than its binding to more dispersed sites on euchromatin. BAZ1A showed enrichment in the sex body in late pachynema, but was largely excluded there in diplonema.

### *Baz1a*-deficient mice are viable

The high level of BAZ1A expression in testicular germ cells and its dynamic localization pattern on chromatin led us to suspect that ACF and/or CHRAC might have prominent roles in spermatogenesis. To determine the *in vivo* function(s) of these complexes, we chose a conditional targeting strategy to generate a mouse *Baz1a* mutant because of the semi-lethality of a*cf1* mutation in flies [25]. *loxP* sites were inserted on either side of exon six (Figure 2A), deletion of which creates a frame shift (codon 256 of 1552 total) and introduces a premature termination codon 25 nucleotides downstream. Successful targeting in ES cells was confirmed by Southern blot (Figure S3A, B). To delete exon six, we crossed *Baz1a^flox^* mice to mice expressing Cre recombinase under the control of the male germ line-specific *Stra8* promoter [41]. Recombination of *loxP* sites was confirmed by PCR of tail DNA (Figure 2B). Males heterozygous for germ line deletion were fertile and were bred to generate mice homozygous for exon six deletion (hereafter, *Baz1a^−/−^*).

**Figure 2:**
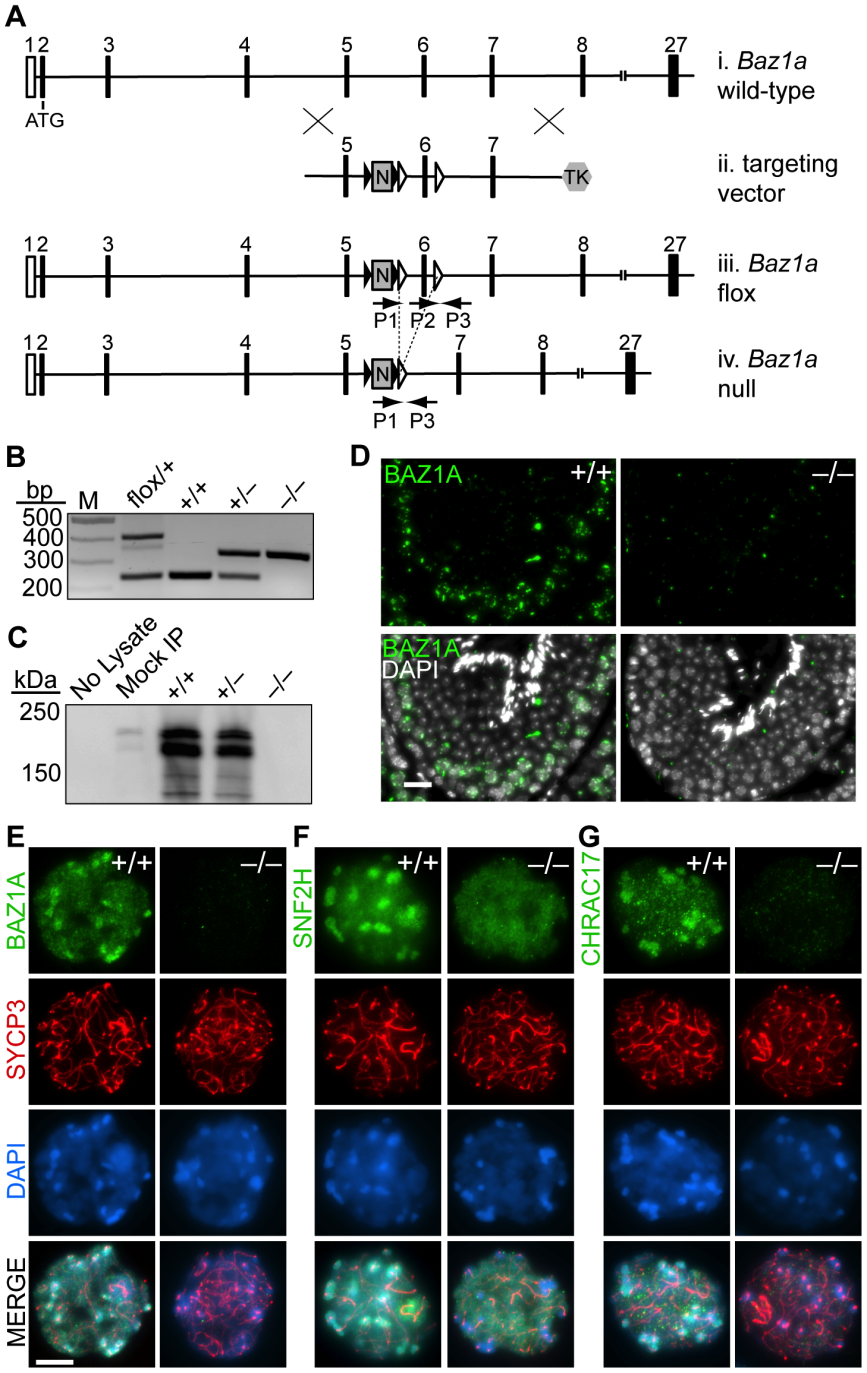
Targeted disruption of *Baz1a*. (A) Schematic of generation of *Baz1a* conditional allele. (i) Partial *Baz1a* genomic locus. (ii) Targeting vector. (iii) Conditional allele. (iv) Deletion allele following Cre-mediated recombination of the *loxP* sites (open triangles) flanking exon six. Black triangles, *FRT* sites; N, PGK-neo; TK, hsv-thymidine kinase; P1, P2 and P3, PCR primers. Not to scale. (B) PCR genotyping of tail DNA. M, marker. (C) Immunoblotting of BAZ1A immunoprecipitated from whole testis lysates. Mock IP, no antibody; No Lysate, IP from buffer. (D) Anti-BAZ1A immunofluorescence on testis sections from wild-type and mutant mice. Bar = 20 µm. (E–G) Immunoflurescence with indicated antibodies on squash preparations of diplotene spermatocyte nuclei. Bar = 10 µm.

Contrary to initial expectation, *Baz1a^−/−^* mice were viable and Mendelian ratios of wild-type (95/363, 26%), heterozygous (186/363, 51%) and homozygous mutant (82/363, 23%) offspring were recovered from heterozygous crosses. Histo-pathological examination of all major organs revealed no abnormalities in *Baz1a* ^−/−^ mice (data not shown) with the exception of the testis (discussed further below).

BAZ1A protein was undetectable in *Baz1a^−/−^* animals by immunoprecipitation/western blot of whole testis extracts (Figure 2C), western blot of extracts of ear fibroblasts (EFs) derived from these mice (Figure 1B), or immunostaining of testis sections (Figure 2D) or spermatocyte squashes (Figure 2E), indicating that this is a null or severely hypomorphic allele. In wild-type diplotene cells, both SNF2H and CHRAC17 showed localization similar to BAZ1A, i.e., diffuse distribution on chromatin with enrichment in pericentric heterochromatin (Figure 2E,F,G). In *Baz1a^−/−^* spermatocytes, diffuse chromatin staining for both SNF2H and CHRAC17 was present but heterochromatin enrichment was lost (Figure 2F,G). CHRAC17 levels were also greatly reduced on *Baz1a^−/−^* chromosome spreads (Figure 2G), but total CHRAC17 levels were reduced to a lesser degree in immunoprecipitates/western blots from whole testis extracts (Figure S3C). Thus, CHRAC17 appears to be less stably bound to chromatin in the absence of BAZ1A. (Various commercial antibodies directed against CHRAC15 failed to detect a signal (data not shown)). CHRAC17 antibodies coimmunoprecipitated both BAZ1A and SNF2H from wild-type but not *Baz1a^−/−^* testis extracts (Figure S3C). These results confirm that the mutant is defective for BAZ1A function. More importantly, these findings demonstrate that BAZ1A is required for interaction between CHRAC17 and SNF2H and that a molecular function of BAZ1A is to target ACF and/or CHRAC to specific subnuclear locations.

### *Baz1a* is dispensable for the development of cells that experience programmed DSBs

RNAi directed against *BAZ1A* transcripts in cultured, tumor-derived human cells caused defects in DSB repair via non-homologous end-joining (NHEJ) and homologous recombination (HR) [31]. Moreover, GFP-tagged constructs of BAZ1A and SNF2H accumulate at sites of DNA damage in cultured cells, consistent with a possible direct role in repair of DNA damage [31], [42]. Several cell populations *in vivo* experience developmentally programmed DSBs that must be repaired for further differentiation to proceed: spermatocytes and oocytes (meiotic recombination), T-cells (V(D)J recombination) and B-cells (V(D)J and class switch recombination (CSR)). We asked whether *Baz1a* is essential in these cells.

Meiotic recombination is initiated by formation of DSBs by SPO11 during leptonema [43]. Break sites are decorated by γH2AX and DMC1 foci, which dissipate as DSBs are progressively repaired during zygonema and pachynema (Figure 3A,C). In spermatocyte squash preparations, both γH2AX staining and DMC1 foci appeared and disappeared in the *Baz1a^−/−^* mutant with timing comparable to wild type, although with a slightly elevated frequency of DMC1 foci in early zygonema (Figure 3A–C). This pattern contrasts with mutants with DSB repair defects, which display persistent staining of both markers into pachynema or beyond [e.g., 44]. The large domain of γH2AX staining in both wild-type and mutant cells during pachynema and diplonema is the sex body (Figure 1C,3A,B), which appears to form normally in the mutant unlike in severely recombination-defective mutants [44]. We did not observe any impairment in synaptonemal complex formation, which is also hampered by DSB repair defects [45] (Figure 3B and data not shown). MLH1 foci, which mark nascent crossover sites, formed normally but at slightly increased frequency (Figure 3D,E). Finally, we note that mutant females were fertile (n = 4; average litter size 8.8±1.9) and had abundant oocytes in primordial and growing follicles at 3 months of age, albeit slightly reduced in number compared to littermate controls (Figure 3F–H). Follicle formation is highly sensitive to persistent SPO11-generated DSBs, such that repair-deficient mutants generally lack follicles entirely by 3–4 wks of age [46], [47]. These findings indicate that *Baz1a* is dispensable for meiotic recombination.

**Figure 3:**
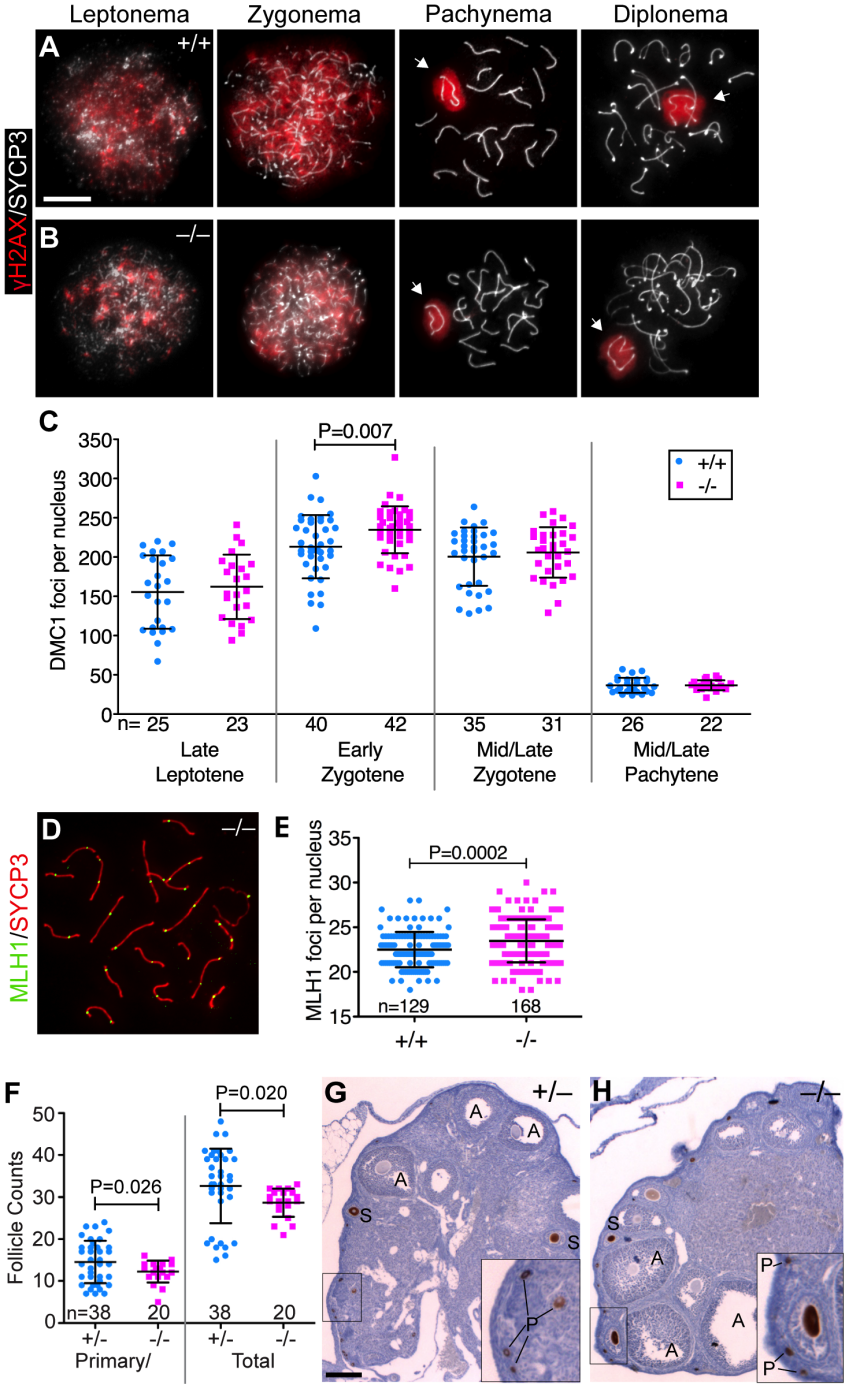
*Baz1a* mutants can repair meiotic DSBs. (A, B) Squash preparations of spermatocyte nuclei showing accumulation of γH2AX in response to meiotic DSBs, and its disappearance from autosomes as DSBs are repaired. Arrows, sex bodies; bar = 10 µm. (C) DMC1 focus counts on spread spermatocyte nuclei pooled from two sets of wild-type and mutant mice. Nuclei were staged by co-staining for the axial element protein SYCP3. Early zygotene was the only stage in which a statistically significant difference (P<0.05) was observed (P value from t-test; n = number of nuclei). (D) Spread chromosomes from *Baz1a^−/−^* pachytene spermatocyte showing MLH1 foci. (E) MLH1 focus counts pooled from two sets of wild-type and mutant littermates (P value from t-test; n = number of nuclei). (F) Primary/primordial and total follicles in *Baz1a^−/−^* and heterozygote littermate controls. Ovaries were dissected from one *Baz1a^−/−^* or two *Baz1a^+/−^* females at three months of age and stained with anti-MVH antibodies to detect oocytes. *Baz1a* ^+/−^ mice displayed no apparent phenotype in any of the cell types analyzed in this study, so they served as normal controls for these experiments. Each point is the number of follicles of the indicated type per histological section. (P values from Welch's t test; n = number of ovary sections.) (G, H) Anti-MVH-stained ovary sections from three-month old mice of the indicated genotypes. Examples at various stages of folliculogenesis are indicated: A, antral follicle; S, secondary follicle; P, primary/primordial follicle. Bar = 100 µm.

During T cell development, RAG recombinases create DSBs to induce V(D)J recombination (rearrangement of the variable (V), diversity (D) and joining (J) gene segments of the T cell receptor (TCR) locus) to diversify the TCR repertoire [48]. Failure to repair these DSBs by NHEJ prevents normal T cell development in the thymus and reduces T cell numbers in secondary lymphoid organs, such as the spleen, which can be measured by quantifying cells expressing CD4 and CD8 co-receptors. *Baz1a^−/−^* thymus and spleen had numbers of CD4 and CD8 single- and double-positive thymocytes and T cells comparable to wild-type littermates (Figure 4A,B). Because T cells undergo selection and clonal expansion during their development in the thymus, small quantitative defects in DSB repair would not be apparent in this assay, but gross NHEJ defects can be ruled out.

**Figure 4:**
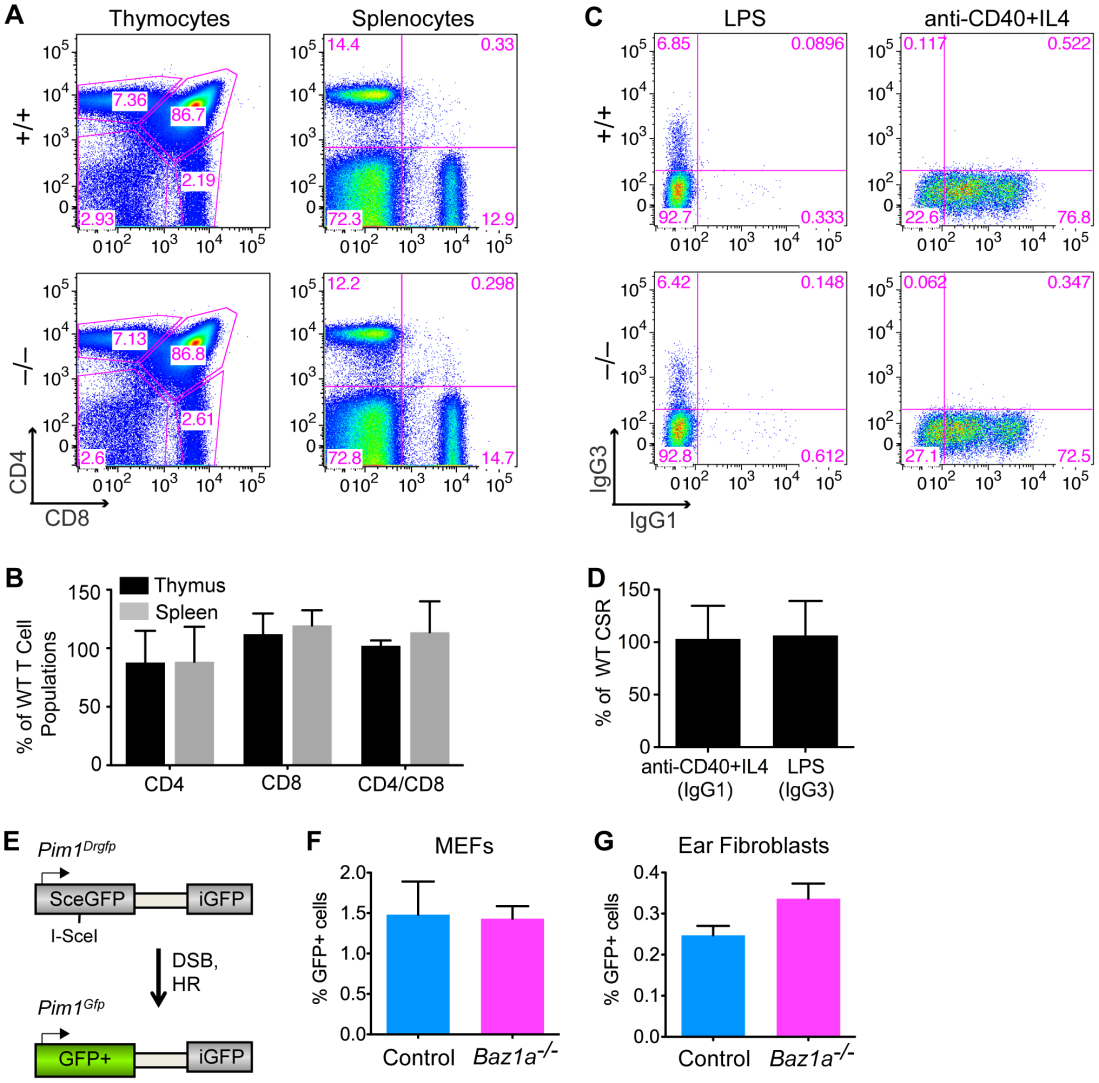
Repair of endogenously and exogenously induced DSBs in BAZ1A-deficient somatic cells. (A) Representative FACS plots of dissociated thymocytes and splenocytes expressing CD4 and CD8, implying completion of V(D)J recombination. (B) Quantification of thymocytes and splenocytes expressing CD4 and CD8 in *Baz1a^−/−^* as percent of wild-type (WT) littermates analyzed in parallel. N = 3 littermate pairs. (C) Representative FACS plots of B cells stimulated to undergo CSR to IgG1 or IgG3. (D) Cultured B cells stimulated to undergo CSR to IgG1 or IgG3 quantified in *Baz1a^−/−^* as a percentage of wild type. N = 3 littermate pairs. (E) DR-GFP reporter at the *Pim1* locus used to assay HR. Cleavage of the I-SceI site by the I-SceI endonuclease followed by repair by HR leads to GFP+ cells. (F, G) HR is not significantly different in primary cultures of MEFs (F) or ear fibroblasts (G) from *Baz1a^−/−^Pim1^+/Drgfp^* or control (*Baz1a^+/+^Pim1^+/Drgfp^* or *Baz1a^+/−^Pim1^+/Drgfp^*) mice. MEFs were derived from individual embryos from a total of two *Baz1a^−/−^Pim1^+/Drgfp^* mice and three controls. For ear fibroblasts, three independent experiments were performed using cultures derived from individual mice. Error bars in B, D, F, G are mean ± s.d.

In B cells, CSR is initiated by formation of DSBs in the immunoglobulin (Ig) heavy-chain locus by activation-induced deaminase (AID) and other enzymes. These DSBs are repaired by NHEJ to change the class of antibody produced [49]. Mature B cells were stimulated to undergo CSR *in vitro* by treating with anti-CD40 antibody plus IL4 to induce a switch to IgG1, or lipopolysaccharide (LPS) to induce a switch to IgG3. Indistinguishable numbers of IgG1- or IgG3-positive cells were recovered from wild-type and *Baz1a* ^−/−^ cells, indicating that CSR occurs efficiently (Figure 4C,D). Moreover, Ig variable regions are assembled from V, D and J gene segments by the same mechanisms involved in assembly of the TCR variable regions [48], and failure in this process results in developmental arrest at the CD43^+^ progenitor stage without functional Ig expression [50]. Thus, the ability to purify mature (CSR-competent, Ig^+^, CD43^−^) B cells from spleens of *Baz1a^−/−^* animals showed that V(D)J recombination is also successful during B cell development.

To further test whether BAZ1A plays a role in DSB repair by HR in somatic cells, *Baz1a* mice were crossed with mice containing the DR-GFP reporter targeted to the *Pim1* locus [51]. DR-GFP is a direct repeat of defective *GFP* genes; a DSB introduced by the I-SceI endonuclease in the upstream copy of the repeat, followed by gene conversion with the downstream copy, gives rise to GFP+ cells (Figure 4E). Early passage mouse embryonic fibroblasts (MEFs) from *Baz1a^−/−^Pim1^+/Drgfp^* embryos and control (*Baz1a^+/+^Pim1^+/Drgfp^* or *Baz1a^+/−^Pim1^+/Drgfp^*) embryos were transiently transfected with an I-SceI expression vector and analyzed by flow cytometry 48 h after transfection. No significant difference was observed in HR between *Baz1a^−/−^* and control MEFs (Figure 4F) (p = 0.885, two-tailed t test). Similarly, no significant difference in HR was observed in primary ear fibroblasts from *Baz1a^−/−^Pim1^+/Drgfp^* and control mice after transfection with the I-SceI expression vector (Figure 4G) (p = 0.110).

HR mutants, such as those defective in *Brca1*, are particularly sensitive to DNA crosslinking agents such as mitomycin C (MMC). To test for MMC sensitivity, 6 *Baz1a^−/−^* adult mice and age-matched controls were injected into the peritoneal cavity with 5 mg MMC per kg body weight. All of the *Baz1a^−/−^* mice and controls survived 21 days after treatment. By contrast, *Brca1* hypomorphic mice succumb to even lower MMC doses [51].

We conclude that in the absence of *Baz1a*, NHEJ and HR repair of developmentally programmed DSBs in the immune system and germ line, respectively, occurs relatively normally, as does HR repair of DSBs and crosslinks from exogenous sources.

### *Baz1a* mutation causes male sterility because of impaired spermiogenesis

Fifteen *Baz1a^−/−^* males bred with wild-type females for eight weeks produced no pups despite the presence of copulatory plugs, indicative of male infertility. Sperm from total epididymides of *Baz1a* ^−/−^ mice displayed an array of aberrant head morphologies (teratospermia), all of which lacked a normal hook characteristic of wild-type sperm heads (Figure 5A). Mutant sperm also had numerous tail abnormalities (Figure 5B) including frequent narrowing of the annulus, a domain separating the principal piece of the tail from the mid-piece (arrows in Figure 5B *ii* & *v*). Other defects included heads folded back against the tail (*iii*), two tails (*iv*), midpieces folded back against the tail (*v*), and coiling of the tail around the head (*vi*).

**Figure 5:**
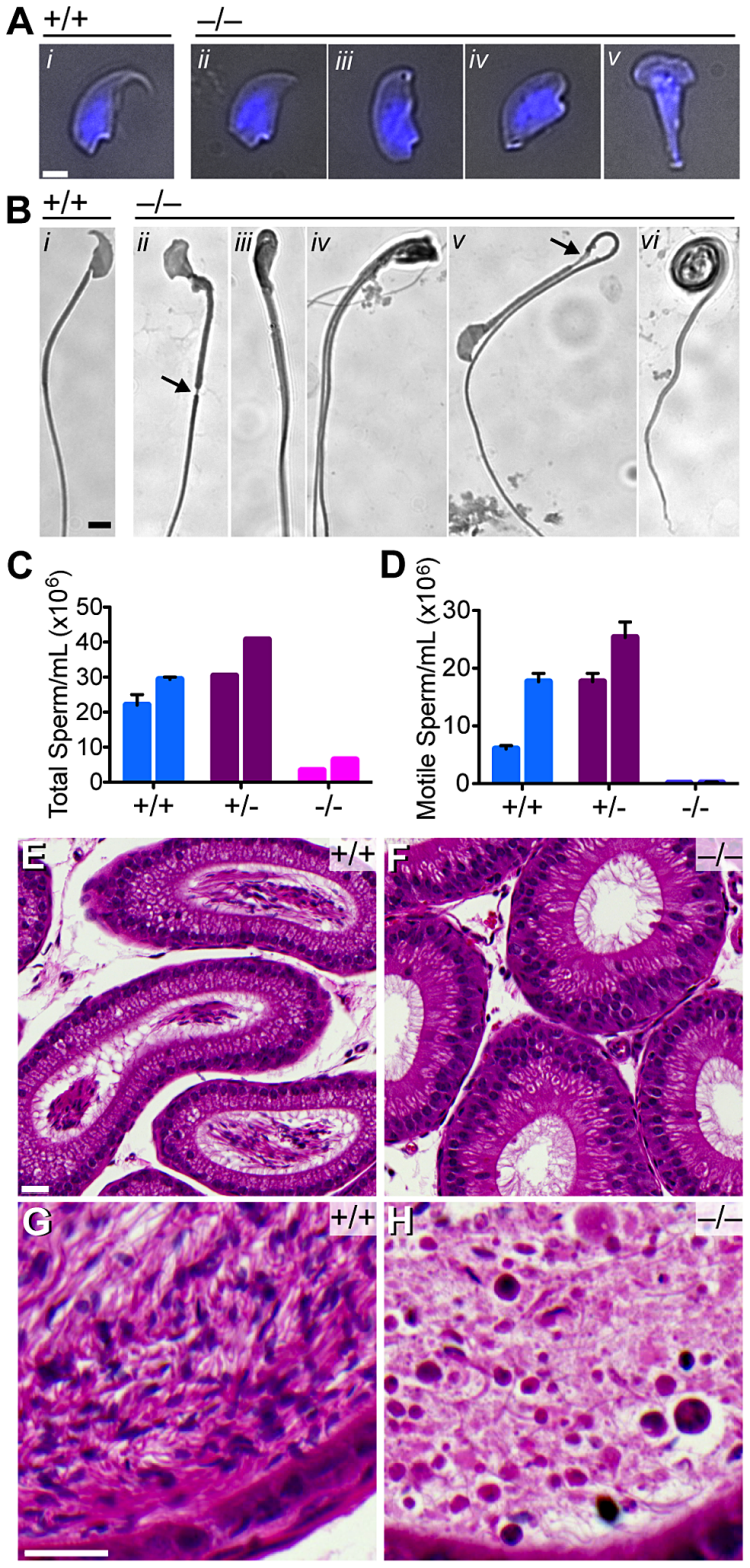
Quantitative and morphological defects of *Baz1a^−/−^* sperm. (A) Bright-field images of sperm heads overlaid with DAPI fluorescence (blue). Bar = 2 µm. (B) Bright-field images of sperm. Bar = 5 µm. (C–D) Total and motile sperm counts from total epididymides of two mice of each genotype (error bars, mean ± s.d. of triplicate counts). (E–H) Hematoxylin and eosin stained sections of caput (E, F) and cauda (G, H) epididymides. Bar = 20 µm.

There was a 5-fold reduction in total sperm (oligospermia) and an almost complete absence of motile sperm (asthenospermia) (Figure 5C,D), with the exception of a few twitching movements that did not support forward progression (data not shown). Caput epididymides were devoid of sperm in the mutant in contrast to wild type, which displayed lumens packed with mature sperm (Figure 5E,F). Unlike wild-type cauda epididymides, where darkly stained sperm heads and tangles of lightly stained tails were visible (Figure 5G), those from the mutant contained only debris and degenerating, mostly round cells that likely sloughed from the seminiferous tubules (Figure 5H).

Injection of nuclei from *Baz1a^−/−^* round spermatids isolated from testes into wild-type oocytes, followed by artificial activation, supported formation of embryos competent to reach at least the blastocyst stage (6 of 19 successful injections, 32%). In contrast, intracytoplasmic sperm injection (ICSI) using *Baz1a^−/−^* epididymal sperm failed to spontaneously activate oocytes, and even after artificial activation, only rarely yielded embryos reaching the blastocyst stage (1 of 23 successful injections). In a control experiment using sperm from unrelated wild-type mice, 21 of 47 successfully injected embryos (45%) developed to the blastocyst stage. Therefore, whereas *Baz1a^−/−^* round spermatids are competent to support early embryonic development, mutant sperm are compromised in both oocyte activation and preimplantation development.

Seminiferous tubule sections showed multiple defects in *Baz1a* mutants. Some stage IX tubules displayed spermiation failure as indicated by the presence of mature sperm, which should have been fully released into the lumen at this stage (compare Figure 6A and B). There was also a high frequency of multi-nucleate cells in tubules of various stages (Figure 6C,D). Electron microscopy on testis sections revealed frequent bi-nucleate round spermatids (Figure 6E) and bi-nucleate elongating spermatids, often with a single acrosome stretching over both nuclei (Figure 6F). Thus, the highly ordered spermiogenic program is thrown off course in the absence of *Baz1a*, resulting in a range of aberrations.

**Figure 6:**
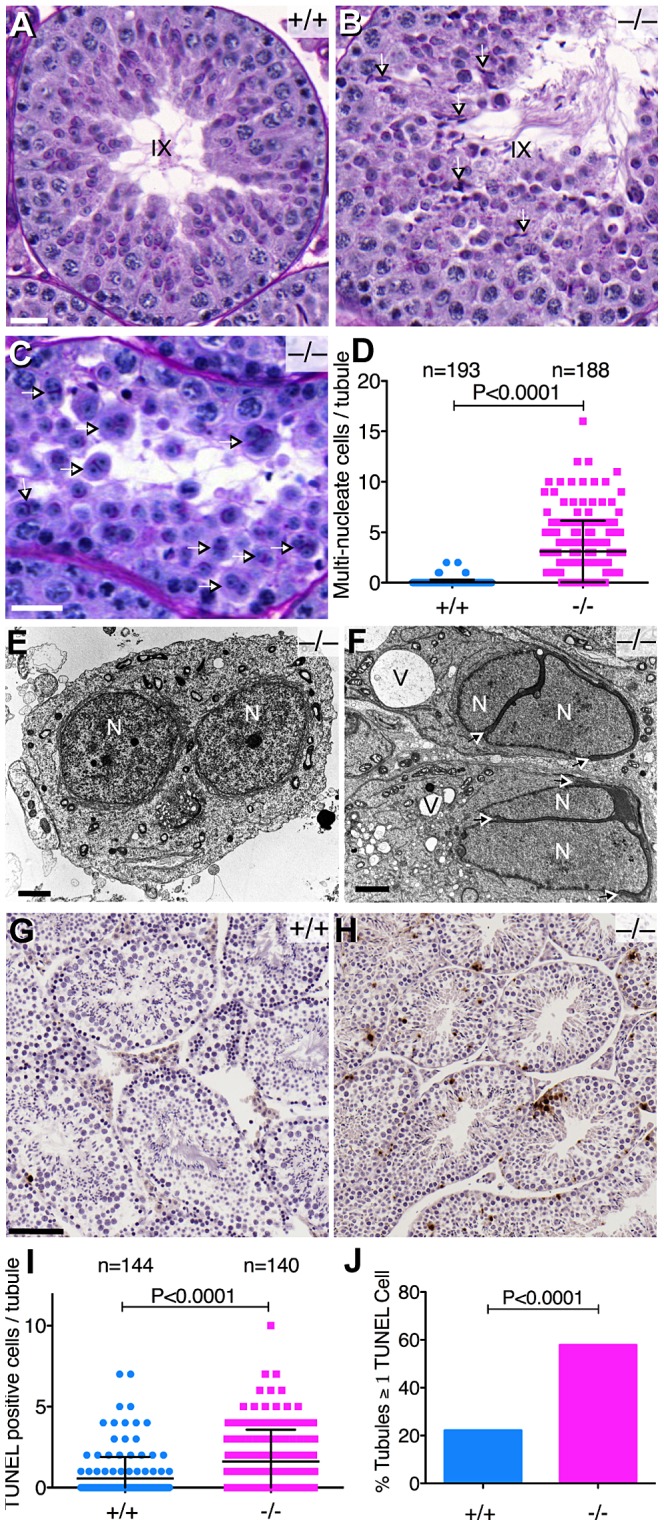
Abnormal spermatogenesis in the absence of *Baz1a*. (A, B) Periodic Acid-Schiff and hematoxylin stained sections of stage IX seminiferous tubules showing sperm retention (arrows) in the mutant. Bar = 20 µm. (C) Mutant tubule with multi-nucleate round spermatids (arrows). Bar = 20 µm. (D) Quantification of multi-nucleate cells (error bars, mean ± s.d.). (E, F) Transmission electron microscopy of mutant testis sections showing a multi-nucleate round spermatid (E) and elongating spermatids (F). Arrows indicate the degree of acrosome stretching. N, nucleus; V, vacuole; bar = 2 µm. (G, H) TUNEL staining of testis sections. Bar = 100 µm. (I, J) Quantification of TUNEL-positive cells per tubule (I) (p value from t-test) and percentage of tubules with ≥1 TUNEL-positive cell per tubule (J) (p value from Fisher's exact test). Error bars, mean ± s.d.

Testis sections from *Baz1a^−/−^* mice also displayed a modest but significant increase in the average number of apoptotic cells per tubule and a three-fold increase in the percentage of mutant tubule sections with one or more apoptotic cells (Figure 6G–J). Apoptosis did not appear to be restricted to any particular cell type because TUNEL-positive cells were found scattered throughout tubule sections irrespective of stage (Figure 6H and data not shown). Moreover, apoptosis was too infrequent to account quantitatively for the decrease in mature spermatozoa or the morphological defects.

### Gross changes in chromatin protein composition occur on schedule during *Baz1a*-deficient spermatogenesis

Since BAZ1A is a chromatin-remodeling factor, we considered that it may be required for the large-scale replacement of chromatin proteins that occurs during spermatogenesis [33]. To test this, we looked at the exchange of somatic histones for testis-specific histone variants by sub-cellular fractionation of whole testes followed by immunoblotting for various histone variants. All of the variants examined were expressed and present in the chromatin-enriched fraction (Figure 7A). These findings indicate that *Baz1a*-deficiency does not globally disrupt this process, although we cannot rule out the possibility that other histone variants are improperly loaded, and these experiments do not address whether the spatial organization of the replaced histones is normal. Following incorporation of histone variants, N-terminal lysines of histone H4 are hyper-acetylated, which is thought to aid in the histone-to-protamine exchange that follows [52]. Immunostaining for pan-acetyl-H4 showed comparable signal in the lumen-proximal elongating spermatids from both genotypes (Figure 7B), suggesting hyper-acetylation was also unperturbed in the mutant.

**Figure 7:**
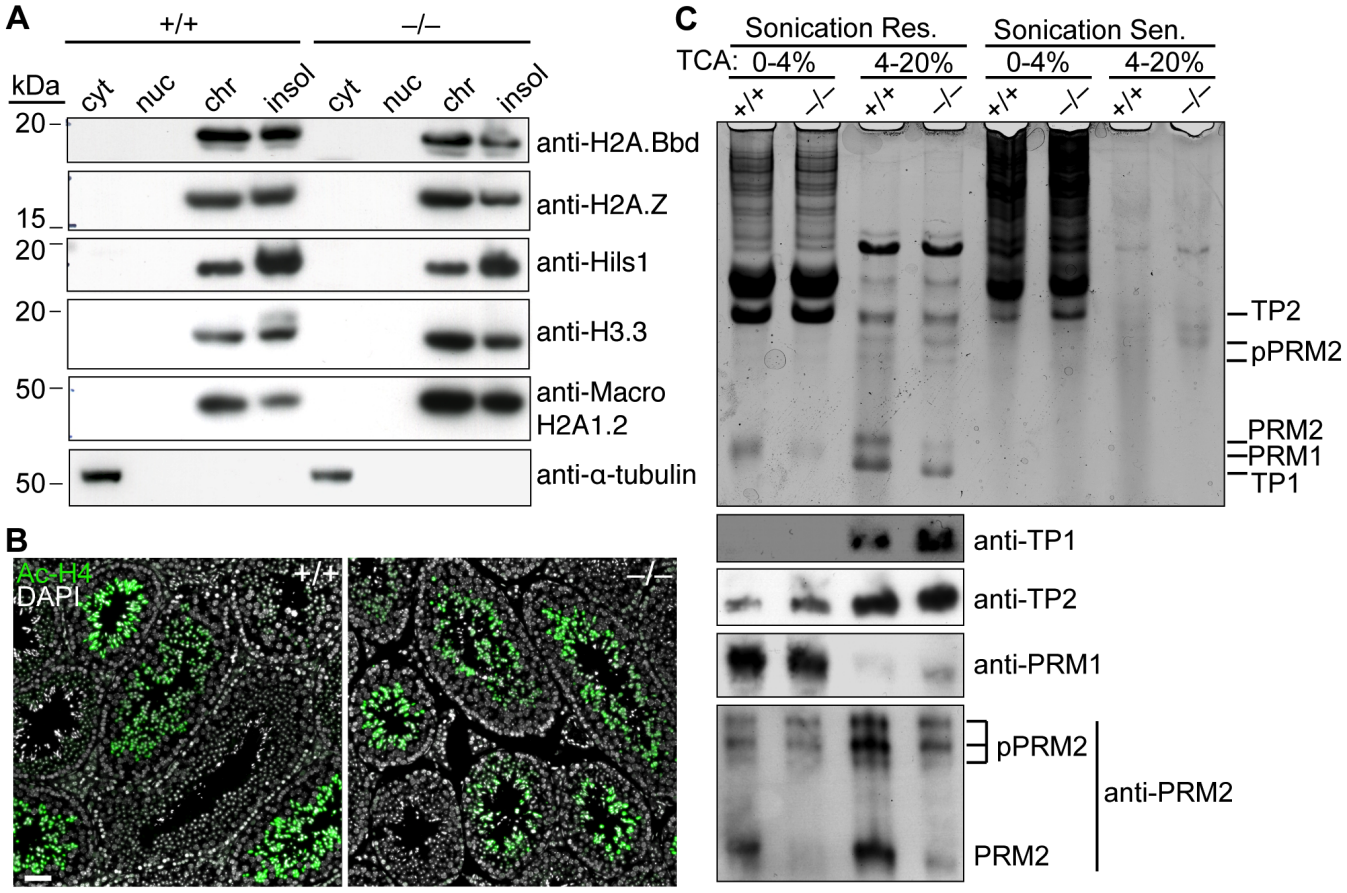
*Baz1a* is dispensable for spermatogenesis-associated changes in chromatin protein composition. (A) Testis cells were fractionated into cytoplasmic (cyt), nucleoplasmic (nuc), chromatin bound (chr) and insoluble (insol) extracts and immunoblotted for a panel of testis-specific histone variants. α-tubulin is a cytoplasmic marker. (B) Immunofluorescence on testis sections with anti-acetyl histone H4 (Ac-H4) antibody. Bar = 50 µm. (C) HCl-extracted proteins from sonication resistant (Res.) and sensitive (Sen.) spermatids were precipitated with 4% and then 20% trichloroacetic acid (TCA), separated by acid/urea PAGE and stained with Coomassie (top panel). A duplicate gel was used for western blotting with antibodies against the indicated proteins (bottom panels).

The highly basic transition proteins (TP1 and 2) and protamines (PRM1 and 2) that replace histones were extracted from late-stage spermatids, which are sonication-resistant because of their compact nature. Coomassie staining of acid-urea polyacrylamide gels revealed bands with the expected migration of all four proteins and the higher molecular weight precursors of PRM2 (pPRM2), which are proteolytically cleaved to yield the mature form (Figure 7C, top panel). PRM1 is less soluble in TCA and was therefore detected in the 0–4% cut while the other proteins were detected in the 4–20% cut. As expected, these bands were largely undetectable in the sonication-sensitive extracts. Immunoblotting confirmed the identity of the bands (Figure 7C, bottom panels). Levels of mature PRM2 were modestly decreased in sonication-resistant mutant spermatids (Figure 7C, bottom panels). However, similar reductions have been observed in other spermiogenesis mutants [53]–[55], so this may be a nonspecific consequence of developmental arrest rather than a causal factor.

Taken together, these findings indicate that BAZ1A is dispensable for global spermatogenesis-associated changes in chromatin protein composition. This is consistent with findings in *Drosophila*, where Acf1 is dispensable for nucleosome deposition per se [25]. However, whereas Acf1 promotes heterochromatinization in flies [26], [56], we found that *Baz1a*-deficient cells display normal staining patterns of heterochromatin markers HP1β, HP1γ and H3K9Me3 in primary spermatocytes and round spermatids (Figure S4), suggesting BAZ1A is not needed for heterochromatin formation in mouse.

### *Baz1a^−/−^* spermatids display widespread RNA mis-expression

*Baz1a* has been implicated in transcriptional regulation in other organisms [27], [30], so we hypothesized that altered gene expression might be the cause of defective spermiogenesis. 

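RNA levels were read on Illumina MouseWG-6 v2.0 arrays, 45281 probes on each of 12 arrays. Each array held RNA of 1 cell type from 1 mouse: sorted spermatocytes or sorted round spermatids of 3 heterozygous controls (mice 1, 2 and 3) and of 3 Baz1a-/- mice (mice 4, 5 and 6). The authors exported the mean bead signal of each probe, a linear intensity without background subtraction, and its detection p-value with Illumina software. They deposited log2 values after normexp background correction and quantile normalization in limma. Here the same steps were run again on the signals with limma 3.58.1 and an offset of 16. The negative-control distribution was inferred from the detection p-values, whereas the paper used the control probes; the largest difference from a deposited log2 value is 0.0244. As in the paper, the spermatocyte array of mouse 4 was normalized with the others and left out of the tests. The groups thus hold 3 control spermatocyte, 2 mutant spermatocyte, 3 control spermatid and 3 mutant spermatid arrays. A probe was tested if its detection p was under 0.05 on at least 1 of the 11 arrays, which holds for 28751 probes (15079 named genes). It was called at a fold of at least 2 with an adjusted p under 0.05 (limma linear model of the 4 groups with array weights and moderated variances, Benjamini-Hochberg). Control spermatid arrays detected 37.6 to 40.3% of the probes (median 38.4%), mutant spermatid arrays 36.2 to 41.4% (38.6%), control spermatocyte arrays 37.8 to 40.4% (37.9%) and the mutant spermatocyte arrays used 36.8 to 39.2% (38.0%), and the number of arrays limits the precision. In simulated data with 200 changed probes, a 2-fold difference was called in 32.8% of cases between spermatid groups and in 14.9% between spermatocyte groups. A 4-fold difference was called in 92.5% and 80.6%. Where more than 200 probes change, the adjusted p is easier to pass, so these shares may be too low. Since a call needs an estimated fold of at least 2, a true 2-fold difference is often missed whatever the number of arrays. No probe carries the name Baz1a, so the targeted transcript is not followed here. Pole3, a histone-fold subunit of CHRAC, has 3 tested probes at 0.34, -0.42 and 0.17 log2 in mutant against control spermatids (SE, standard error, 0.15, 0.20 and 0.16; limma adjusted p = 0.246, 0.288 and 0.654). The probe of the ISWI ATPase gene Smarca5 was undetected in both spermatid groups.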

We therefore compared RNA profiles of pachytene/diplotene spermatocytes and round spermatids from *Baz1a^−/−^* and heterozygous littermates, using cells highly enriched by FACS of dissociated testes (Table S1). *Baz1a^+/−^* mice displayed no overt phenotype, so they served as normal controls for these experiments.

Prior studies demonstrated large-scale expression changes accompanying the developmental switch from meiosis to postmeiotic differentiation [57], [58]. Accordingly, we found that 7573 microarray probes representing 5656 genes showed at least two-fold change in expression when normal control spermatocytes and round spermatids were compared (false discovery rate (FDR) q = 0.05) (Figure 8A and Table S2). This accounts for 38.2% of all probes detectably expressed in at least one of the samples analyzed. 

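In controls, 8168 of the tested probes (28.4%), representing 5351 genes, passed the test: 3759 rose and 4409 fell from spermatocytes to round spermatids (limma, 3 arrays per cell type). Tssk4, a testis-specific serine kinase needed for sperm motility, rose by 5.08 log2 (SE 0.52, limma adjusted p = 2.33e-06), from 6.25 ± 1.10 to 11.31 ± 0.39 (mean ± SD of log2 signal). Zdhhc11, a palmitoyltransferase of the DHHC family, rose by 5.21 log2 (SE 0.47, limma adjusted p = 7.93e-07). Kbtbd6, a substrate adaptor of a cullin-3 ubiquitin ligase, has the largest drop: it fell by 5.28 log2 (SE 0.28, limma adjusted p = 2.11e-08), from 11.40 ± 0.07 to 6.09 ± 0.71. The probe of Septin12, a component of the sperm annulus, fell by 4.75 log2 (SE 0.29, limma adjusted p = 4.11e-08), and that of the polarity kinase gene Mark2 fell by 4.87 log2 (SE 0.18, limma adjusted p = 6.61e-09). For 99.1% of the called probes the 3 spermatid values lie wholly above or below the 3 spermatocyte values, against 51.4% of all tested probes and 10% expected by chance. Without background correction 4075 probes passed and with the fold of 2 itself tested 4803; with median scaling 3422 rose and 5704 fell.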

The probes with greatest change in expression were highly enriched for up-regulation in spermatids (83.2% of the top 1000 probes) (Figure 8A). Thus, much of the postmeiotic gene expression program involves transcriptional activation of previously quiescent genes.

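Of the 1000 called probes with the largest change, 834 rose (83.4%) and 166 fell, while of all called probes 46.0% rose. At 8-fold or more, 1157 probes rose and 340 fell, and the median change was 2.19 log2 among rises and -1.61 among falls. Among the rises, Spaca4, of the acrosomal membrane, rose by 4.93 log2 (SE 0.55, limma adjusted p = 4.98e-06), Spam1, the sperm surface hyaluronidase, rose by 4.88 log2 (SE 0.55, limma adjusted p = 5.73e-06), and Catsper1, a pore subunit of the sperm calcium channel, rose by 4.84 log2 (SE 0.45, limma adjusted p = 8.55e-07) (3 arrays per cell type). Among the falls, the sulfotransferase gene Chst1 fell by 4.89 log2 (SE 0.25, limma adjusted p = 1.91e-08), and Mgll, which encodes monoglyceride lipase, fell by 4.96 log2 (SE 0.31, limma adjusted p = 5.31e-08).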

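Gene lists fixed beforehand were tested for a shift in controls (camera in limma with a preset correlation of 0.01, adjusted over 34 lists; 3 arrays per cell type). Of 24 round spermatid markers, 23 rose and 0 fell (median 3.55 log2; limma camera adjusted p = 5.44e-09; adjusted p = 0.597 with an estimated correlation). Of 15 Y-linked and multicopy X-linked spermatid genes 13 rose (median 3.76; limma camera adjusted p = 3.5e-06; adjusted p = 0.597 with an estimated correlation). Of 28 genes of the sperm tail 18 rose and 1 fell (median 2.84; limma camera adjusted p = 3.9e-06; adjusted p = 0.597 with an estimated correlation). All 4 tested kinases of the Tssk family rose (median 3.16; limma camera adjusted p = 0.0172; adjusted p = 0.597 with an estimated correlation). In the opposite direction, 11 of 21 piRNA pathway genes fell and 0 rose (median -1.12; limma camera adjusted p = 0.000299; adjusted p = 0.285 with an estimated correlation). Tdrd5, a Tudor-domain protein of the chromatoid body, fell by 4.06 log2 (SE 0.19, limma adjusted p = 1.38e-08), and Piwil1, which encodes MIWI, fell by 3.39 log2 (SE 0.20, limma adjusted p = 4.05e-08). Genes of the acrosome (8 of 20 higher, 2 lower; limma camera adjusted p = 0.197) did not pass as a group.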

**Figure 8:**
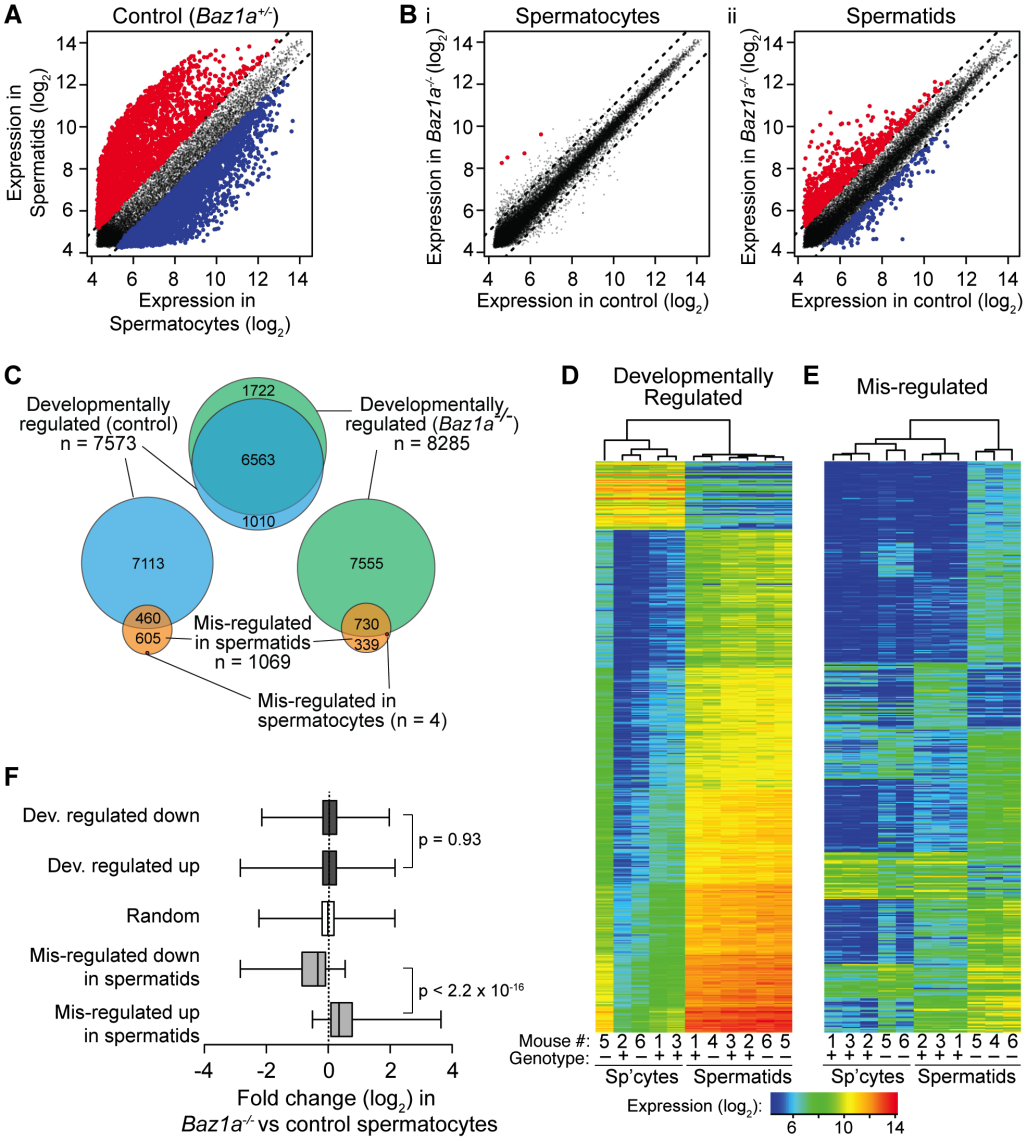
Wide-spread transcriptional perturbations in *Baz1a*-deficient spermatids. (A) Differential expression in normal spermatids vs. spermatocytes. Each point plots expression of a microarray probe averaged between samples. Red, significantly up regulated in spermatids (≥2-fold, q = 0.05); blue, significantly down regulated; gray, not significantly different. Dashed lines indicate two-fold change. (B) Differential expression between *Baz1a^−/−^* and control spermatocytes (i) or spermatids (ii). Plotting and color code as in A. (C) Proportional area Venn diagrams showing overlap of differentially expressed probe sets. “Developmentally regulated” probes were differentially expressed in spermatids compared to spermatocytes (≥2-fold, q = 0.05); “mis-regulated” probes were differentially expressed in *Baz1a^−/−^* vs. control. (D, E) Heat maps of expression levels in all samples of developmentally regulated and mis-regulated probes. The 500 most differentially expressed probes were chosen from comparison of spermatids vs. spermatocytes in controls (“developmentally regulated”, D) or *Baz1a^−/−^* vs. control spermatids (“mis-regulated”, E). Samples were clustered hierarchically and probes were grouped by k-means clustering (k of 7 and 10 for D and E, respectively). Mouse number and *Baz1a* genotype of samples are indicated (+ = control; − = *Baz1a^−/−^*). (F) Box and whisker plots of expression changes in *Baz1a^−/−^* vs. control spermatocytes for the indicated probe sets. Boxes show median and interquartile range, whiskers extend from minimum to maximum values; p values are from Wilcoxon rank sum tests.

*Baz1a^−/−^* spermatocytes were grossly similar to controls using standard criteria for defining differential expression: only four probes scored as significantly different (≥2-fold, q = 0.05), all higher in the mutant (Figure 8B *i* and Table S2). In contrast, round spermatids displayed widespread changes: 1069 probes (912 genes; 5.4% of expressed probes) were altered two-fold or more in the mutant (Figure 8B *ii* and Table S2), of which 70.3% were higher in *Baz1a^−/−^*. 

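AK011408, a transcript of chromosome 19 without a known function, was undetected in control spermatocytes and at least 10.8-fold higher (limma adjusted p = 7.52e-05) in mutant ones (2 mutant and 3 control arrays). Evpl, which encodes the desmosomal plaque protein envoplakin, was higher by 3.60 log2 (SE 0.29, limma adjusted p = 0.000113). Cldn5, a claudin of endothelial tight junctions, was higher by 3.12 log2 (SE 0.23, limma adjusted p = 7.52e-05), and Rhou was higher by 2.98 log2 (SE 0.26, limma adjusted p = 0.000244). Cdkn1c, the imprinted gene of the cell-cycle inhibitor p57, was higher by 2.79 log2 (SE 0.35, limma adjusted p = 0.00341). In the other direction, Fa2h, the fatty acid 2-hydroxylase, fell by 2.85 log2 (SE 0.27, limma adjusted p = 0.000474) and Plxna2, a semaphorin receptor, fell by 2.67 log2 (SE 0.29, limma adjusted p = 0.00132). In the fit of all 4 groups, whose variance rests on 11 arrays, 118 probes (103 genes; 0.410% of tested) passed, 75 higher and 43 lower. With only these groups in the fit 4 passed, all higher; with median scaling 187 (53 higher and 134 lower, the median of tested probes at -0.16 log2); without background correction 33. Leaving out 1 spermatocyte array gave 31, 77 or 69 (control mouse 1, 2 or 3), 195 (mouse 5) or 608 (mouse 6). All 118 have mutant values wholly above or below the controls, which holds for 20.3% of all tested probes and for 20% by chance. The spermatocyte arrays also differ in position: on a scale from control spermatocytes (0%) to control spermatids (100%) mouse 5 lies at 30.9% by the probes that rise across development and at 11.4% by those that fall.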

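In round spermatids 1177 probes (959 genes; 4.09% of tested) passed the test, 837 of them higher in mutants (71.1%) and 340 lower (limma, 3 mutant and 3 control arrays). AK011408 rose by 5.15 log2 (SE 0.21, limma adjusted p = 6.76e-08), to 10.67 ± 0.25 in mutants from 5.54 ± 0.28 in controls (mean ± SD). Sp5, a transcription factor induced by Wnt signals, rose by 5.07 log2 (SE 0.25, limma adjusted p = 2.51e-07), to 9.77 ± 0.36 from 4.69 ± 0.24. Epha6, an ephrin receptor of neurons, was undetected in controls and at least 18.9-fold higher (limma adjusted p = 2.96e-07) in mutants. The other tested probe of Epha6 was not called in that direction. Among the 340 lower probes, C1qtnf2, a secreted C1q-related protein, fell by 2.56 log2 (SE 0.25, limma adjusted p = 3.56e-05), and Scarf2, a scavenger receptor, fell by 2.52 log2 (SE 0.25, limma adjusted p = 4e-05). C1qbp, a mitochondrial matrix protein, fell by 2.26 log2 (SE 0.25, limma adjusted p = 0.000104). Mutant and control values do not overlap for 98.2% of the called probes, against 23.0% of all tested probes and 10% by chance. Without background correction 267 probes passed (83.5% higher), with an offset of 50, 564, and when the fold of 2 was itself tested, 135; at 1.5-fold 57.6% of 2147 were higher, and at 1.5-fold and an adjusted p of 0.1 55.0% of 2887.

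**Figure D1:**
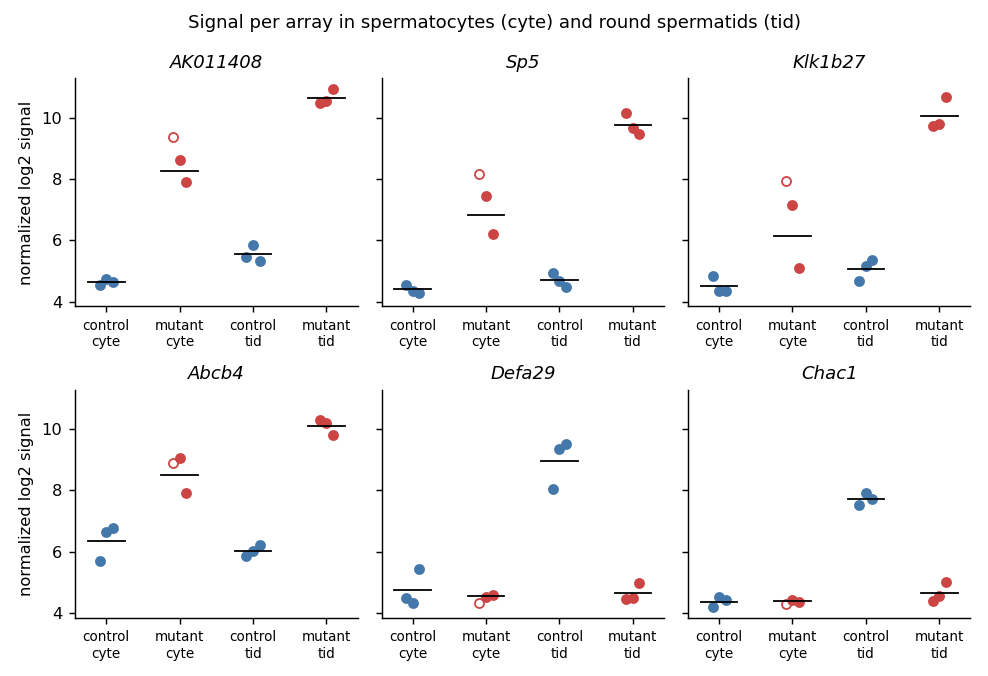
Log2 signal of 6 genes on each of the 12 arrays, by group. Bars are means of the arrays used; the open symbol is the spermatocyte array of mouse 4, which was left out of the tests.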

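At 8-fold or more, 33 probes were higher in mutant spermatids and 2 were lower (limma, 3 arrays per genotype). Defa29, of the alpha-defensin family of antimicrobial peptides, fell by 4.45 log2 (SE 0.35, limma adjusted p = 6.72e-06), from 8.97 ± 0.80 in controls to 4.64 ± 0.28 in mutants (mean ± SD); its other tested probe stands at -0.98 and was not called. Its neighbour Defa20 was undetected in mutants and at least 4.04-fold lower (limma adjusted p = 0.000167). Chac1, which degrades glutathione and is a target of the ATF4 stress pathway, fell by 3.07 log2 (SE 0.19, limma adjusted p = 9.79e-07), just above 8-fold. Of 16 genes of the integrated stress response only Phgdh passed besides Chac1, higher by 1.40 log2 (SE 0.29, limma adjusted p = 0.00942) (the list, limma camera adjusted p = 0.872). The unnamed transcript AK019737 stayed under 8-fold: it fell by 2.91 log2 (SE 0.17, limma adjusted p = 6.5e-07).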

Thirty-six probes differed by ≥8-fold, all but one higher in the mutant. Thus, substantial disruption of gene expression accompanies progression from meiosis into spermiogenesis in the absence of BAZ1A, most often reflecting aberrantly high expression. 

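Hoxa6, Hoxa5, Hoxc9 and Hoxd3, transcription factors of body patterning, were higher in mutant spermatids (3 arrays per genotype) by 2.01, 1.91, 1.72 and 1.48 log2 (SE 0.22, 0.23, 0.33 and 0.24), 4 of 26 tested Hox genes, which did not pass as a list (limma camera adjusted p = 0.0512). Mx2, an interferon-induced GTPase, was higher by 2.67 log2 (SE 0.21, limma adjusted p = 6.84e-06), 1 of 3 called among 18 interferon-response genes, which did not pass either (limma camera adjusted p = 0.0574). Single markers of somatic cells of the testis were higher too: Igfbp7 and Lum by 3.09 and 2.98 (SE 0.20 and 0.25), 2 called of 12 markers of peritubular myoid cells and fibroblasts (limma camera adjusted p = 0.0512), and Cd14 by 2.72 (SE 0.32), 1 of 10 macrophage markers (limma camera adjusted p = 0.137). Egfl7 of endothelium was higher by 1.96 in 1 of its 3 tested probes (SE 0.39). The mean log2 signal of the mutant spermatid arrays was 5.82 to 6.06 for 12 myoid and fibroblast markers (controls 5.18 to 5.38), 5.68 to 6.01 for 11 endothelial markers (5.06 to 5.26), and 5.54 to 5.87 for 10 macrophage markers (5.21 to 5.32). The called members carry most of this: without them the ranges are 5.05 to 5.40 (controls 4.90 to 5.16), 5.01 to 5.29 (4.83 to 5.03) and 5.23 to 5.51 (5.09 to 5.24). Endothelial markers passed as a list (2 of 11 higher; limma camera adjusted p = 0.0331; adjusted p = 0.138 with an estimated correlation), and so did kallikreins, of which the paper, read before the list was set, names several (limma camera adjusted p = 3.44e-09; adjusted p = 0.138 with an estimated correlation). The 16 genes the paper names were all higher, but they were chosen on these samples and are no independent evidence of direction (limma camera adjusted p = 9.27e-38); the other 31 lists did not pass, but leaving out 1 array (spermatids of mouse 1, 3, 5 or 6, or spermatocytes of mouse 5) brought 5 or 6 lists past the test. The paper concludes that passage from meiosis into spermiogenesis without BAZ1A brings broad misexpression, mostly as genes that are too high.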

If the multi-nucleate spermatids frequently observed in the mutant represent a subset of cells with more severe transcription defects, it is possible that this analysis underestimates the degree of mis-regulation. These cells would be largely absent from the haploid round spermatid population enriched by FACS.

We asked how mis-regulation in *Baz1a* ^−/−^ cells compares with the expression changes across the normal spermatocyte-to-spermatid transition. Multiple lines of evidence show that BAZ1A deficiency affects a largely independent group of transcripts, leaving developmentally programmed expression changes essentially intact. First, there was little overlap of the two probe sets beyond that expected by chance. Of 1069 mis-regulated probes, 460 also scored as developmentally regulated in controls (43%; Figure 8C). This overlap is only slightly above the fraction expected from two random samples (p = 0.04, Fisher's exact test), because the developmental set is so large (38.2% of expressed probes). 

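Of the 1177 probes called in mutant spermatids, 484 (41.1%) also changed across development in controls, where 334 are expected (odds ratio 1.81, p = 1.47e-21, Fisher's exact test over 28751 probes, which are not independent replicates). The excess is uneven by direction. Among probes higher in mutants, 261 rise in normal development (109 expected, odds ratio 3.16) and 49 fall (128 expected, odds ratio 0.336; without a detection filter 44 against 62.3, odds ratio 0.681). Capn9, a calpain protease of the gut, is of the first class: across development in controls it rose by 1.34 log2 (SE 0.35, limma adjusted p = 0.00579). Among probes lower in mutants, 104 rise in normal development (44.5 expected, odds ratio 2.98) and 70 fall (52.1 expected, odds ratio 1.44). The last excess does not hold throughout: the odds ratio is 0.991 with a detection p under 0.01, 0.835 with detection on 3 arrays of a group, 0.649 without background correction and 0.803 (95% confidence interval 0.614 to 1.05) within 20 classes of signal level. Defa29 and Chac1 belong to those 104; in controls Defa29 rose by 4.45 log2 (SE 0.33, limma adjusted p = 1.51e-07) across development, and Chac1 becomes at least 7.53-fold higher (limma adjusted p = 2.11e-08). The overlap depends on which probes count as expressed: with detection required on 3 arrays of a group the odds ratio is 0.934 (Fisher's exact p = 0.261). Both sets use the same control spermatid arrays, so the counts are not independent of each other.

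**Figure D2:**
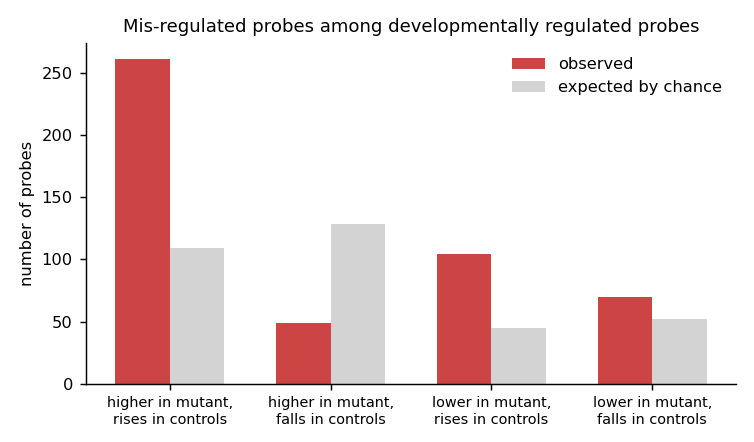
Probes called in mutant spermatids and also called across development in controls, in the 4 classes of direction: observed counts and counts expected by chance.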

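Only 22 of the 1177 probes called in mutant spermatids (1.87%) are among the 1000 with the largest developmental change, where 40.9 are expected (odds ratio 0.518, p = 0.00112, Fisher's exact test). Among the 500 largest there are 4, where 20.5 are expected (Fisher's exact p = 1.77e-05). Examples from the top of the developmental program stood near their control level in mutant spermatids (3 arrays per genotype). Catsper1 differed by 0.01 log2 (SE 0.47, limma adjusted p = 0.994), Spaca4 by 0.28 log2 (SE 0.58, limma adjusted p = 0.864) and Tssk4 by -0.17 log2 (SE 0.55, limma adjusted p = 0.925). These errors pool the spread of all 4 groups. Catsper1 runs from 5.13 to 8.23 on the spermatocyte arrays used and from 10.67 to 11.11 on the spermatid arrays. A probe with a wide spread in spermatocytes is thus harder to call in spermatids. Without background correction the share is 4.49% (odds ratio 1.31, Fisher's exact p = 0.316), without a detection filter 1.28% (exact p = 0.0549), with an offset of 50, 3.19% (exact p = 0.816), with only the groups compared 2.93% (exact p = 0.385) and with sort impurity as a covariate 2.60% (exact p = 0.106), so the test does not pass in any of these. Nor does it with the spermatid signature as a covariate, added after the data were seen (2.84%, Fisher's exact p = 0.233); without the spermatid array of control mouse 3 the share is 1.10%.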

More importantly, only 39 mis-regulated probes (3.6%) overlapped with the top 1000 developmentally regulated probes, significantly less than the 5.1% overlap expected by chance (p = 0.043). Additionally, the probes found on both lists showed poor correlation with respect to the magnitude and direction of expression changes observed (data not shown).

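Across the 484 probes called in both comparisons, the difference in mutant spermatids and the developmental change in controls correlate at r = 0.194 (Spearman 0.158; probes are not independent replicates), and 331 (68.4%) have the same sign. Sp5 stands at 0.22 log2 (SE 0.24, limma adjusted p = 0.51) in normal development (3 arrays per cell type), and the phospholipid transporter gene Abcb4 at -0.13 log2 (SE 0.29, limma adjusted p = 0.765). Spdef, an ETS factor of secretory epithelia, is higher by 3.41 log2 (SE 0.26, limma adjusted p = 5.78e-06) in mutant spermatids and, from undetected in control spermatocytes, at least 2.14-fold higher (limma adjusted p = 0.000121) in control spermatids. Over all 28751 tested probes r is 0.183. Both comparisons use the control spermatid arrays; unchanged mutants simulated against these give r = -0.0784 over all tested probes.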

Second, hierarchical clustering based on developmentally regulated probes clearly distinguished samples by cell type as expected, but did a poor job of stratifying spermatocyte or spermatid samples by genotype (Figure 8D). In contrast, clustering based on the mis-regulated probes clearly separated control from mutant samples (Figure 8E). Thus, sample-to-sample variation is greater than variation by genotype for developmentally regulated probes, i.e., BAZ1A deficiency has relatively little impact on expression of these probes' targets.

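The 500 probes with the largest difference between mutant and control spermatids, among them Sp5, Klk1b27 and Defa29, part the 11 arrays into 4 branches that match the 4 groups. This holds with Euclidean and with correlation distance, and also with 100 or 1000 probes. These probes were chosen on the spermatids, so only the separation of the spermatocyte arrays is a result of its own. The spermatocyte array of mutant mouse 6 lies nearer to that of mutant mouse 5 (Euclidean distance 16.3) than to those of control mice 1, 2 and 3 (20.0, 19.2 and 21.0). On the 500 probes with the largest developmental change, among them Tssk4 and Kbtbd6, spermatocytes and spermatids part, and none of the 4 groups has a branch of its own by Euclidean distance; by correlation, control and mutant spermatids each do. There the spermatocytes of mouse 6 lie nearest to control mouse 2 (14.4) and far from mouse 5 (51.3).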

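As lists, spermiogenic genes did not pass between genotypes in spermatids (3 arrays per genotype). Of 24 round spermatid markers 0 passed (median 0.23 log2; limma camera adjusted p = 0.277). The same holds for 28 sperm tail genes (limma camera adjusted p = 0.872), 20 acrosome genes (limma camera adjusted p = 0.724) and 4 Tssk kinases (limma camera adjusted p = 0.648). Akap3, an anchoring protein of the fibrous sheath, differed by 0.08 log2 (SE 0.51; 12.22 ± 0.42 in mutants and 12.17 ± 0.19 in controls, mean ± SD), Acrv1, an acrosomal antigen, by 0.02 (SE 0.63) and Izumo1, the sperm partner of egg JUNO, by -0.05 (SE 0.48). Of 18 spermatocyte markers 0 passed (limma camera adjusted p = 0.883), and of 28 genes of meiotic prophase 0 (limma camera adjusted p = 0.883). A 2-fold change in any single gene would often be missed at these errors and this fold threshold. Some markers lay higher on every mutant array without a call. Spem1 stood at 9.36 to 10.23 (controls 8.81 to 8.96), Tssk6 at 11.38 to 12.56 (10.81 to 11.16) and Spata18 at 11.09 to 11.89 (10.55 to 10.83). Prm1 tended lower, at 13.59 to 14.03 against 13.97 to 14.26.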

Third, the large expression changes that accompanied the spermatocyte-to-spermatid transition overlapped extensively between *Baz1a^−/−^* animals and controls (Figure 8C). More of these developmentally regulated probes scored as differentially expressed in the mutant (8205 probes, 6203 genes; Table S2), which overlapped with 86.7% of the developmentally regulated probes in controls and 68.3% of mis-regulated probes in *Baz1a^−/−^* spermatids (Figure 8C). 

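In mutants 9054 probes (5951 genes; 31.5% of tested) changed between spermatocytes and spermatids, 4271 higher and 4783 lower (limma, 3 spermatid and 2 spermatocyte arrays); without background correction 4700 did, and with the fold of 2 itself tested 4534. Of the 8168 called in controls, 7138 (87.4%) are among them; 0 that rose in controls fell in mutants, and 2 that fell in controls rose. The annulus gene Septin12 fell by 5.36 log2 (SE 0.41, limma adjusted p = 1.41e-06), the cell-cycle kinase gene Cdk2 fell by 4.92 log2 (SE 0.29, limma adjusted p = 3.92e-07) and the lamin B receptor gene Lbr fell by 4.87 log2 (SE 0.42, limma adjusted p = 2.69e-06), while Catsper1 rose by 4.19 log2 (SE 0.63, limma adjusted p = 0.000127). Of 24 round spermatid markers 22 rose (median 3.39 log2; limma camera adjusted p = 3.41e-07; adjusted p = 0.51 with an estimated correlation). Over all tested probes the developmental changes of both genotypes correlate at r = 0.940, and of the 8168 probes 99.6% have the same sign (across probes, which are not independent replicates).

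**Figure D3:**
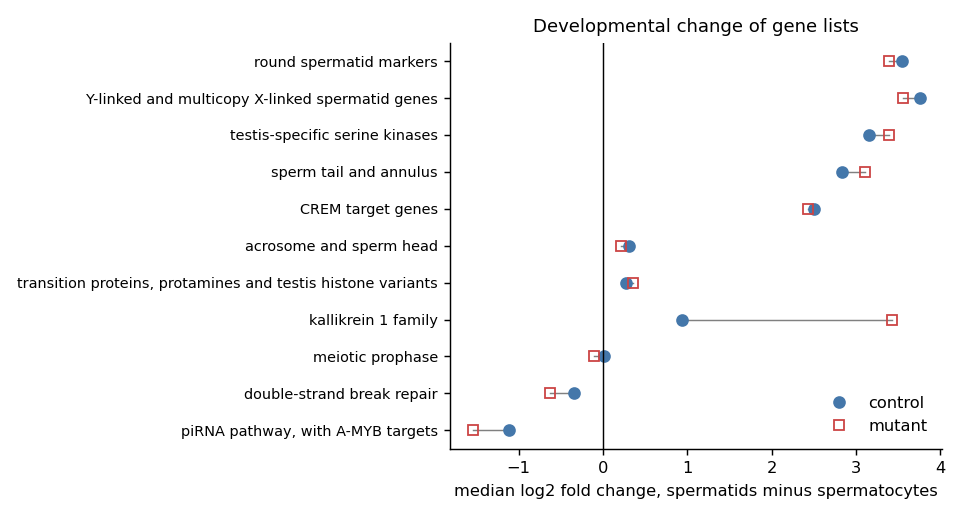
Median log2 developmental change (spermatids minus spermatocytes) of 11 gene lists in controls (filled circles) and mutants (open squares).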

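Probes called between genotypes in spermatids add to the developmental set of the mutant: 816 of the 1177 (69.3%; 371 expected) change between mutant spermatocytes and spermatids. Both comparisons use the mutant spermatid arrays, which alone ties them: over all tested probes their changes correlate at r = 0.425, and at r = 0.0959 in simulations without a genotype difference. Klk1b27, a tissue kallikrein, rose by 3.96 log2 (SE 0.49, limma adjusted p = 2.83e-05) across development in mutants and stands at 0.52 log2 (SE 0.35, limma adjusted p = 0.258) in controls. Irf1, an interferon-response factor, rose by 2.97 log2 (SE 0.48, limma adjusted p = 0.000207) in mutants and stands at 0.51 log2 (SE 0.34, limma adjusted p = 0.257) in controls. Evpl, Cldn5 and Rhou take another course: they stand at 0.60, 0.65 and 0.33 log2 across development in mutants (SE 0.30, 0.23 and 0.27; 3 spermatid and 2 spermatocyte arrays), since both mutant cell types express them. For 44 probes the genotype difference itself differs between cell types (limma interaction; 17 to 134 probes when 1 array is left out), with Klk1b24, of the same family as Klk1b27, 3.49 log2 higher in spermatids.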

We infer that mutant spermatids amalgamate two separate patterns: normal postmeiotic expression changes plus distinct defects caused by BAZ1A deficiency.

Fourth, *Baz1a^−/−^* cells showed normal sex chromosome expression. Most genes on X and Y are silenced in prophase by meiotic sex chromosome inactivation (MSCI), but a subset are reactivated or induced de novo in spermatids [57], [59]. 

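Of 715 tested X and Y probes, 261 (36.5%) rose from spermatocytes to spermatids in controls and 3 fell; of all 1298 X and Y probes on the array the 261 are 20.1%. Ssty2, of a multicopy spindlin-like family on Y, rose by 5.07 log2 (SE 0.66, limma adjusted p = 1.93e-05), from 7.51 ± 1.44 to 12.59 ± 0.26 (mean ± SD, 3 arrays per cell type). On X, Samt2b, of a family of spermatid membrane proteins, rose by 5.04 log2 (SE 0.45, limma adjusted p = 6.47e-07), and Akap14, an anchoring protein of the sperm tail, rose by 4.80 log2 (SE 0.47, limma adjusted p = 1.4e-06). By chromosome, 27 of 36 Y probes and 234 of 679 X probes rose.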

Consistent with prior findings, 19.9% of X and Y probes were up-regulated during the transition from spermatocyte to spermatid in controls, including essentially all of the previously identified genes present on the array (Figure S5A and data not shown). Indeed, developmentally regulated probes were significantly overrepresented on X and Y compared to autosomes (Figure S5C and data not shown). 

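Developmental probes make up 36.9% of the X and Y probes and 29.7% of autosomal ones (odds ratio 1.39, p = 4.69e-05, Fisher's exact test over probes). On Y 75.0% are called (Fisher's exact adjusted p = 6.45e-07), many of them for multicopy genes such as Ssty2 and Ssty1; on X, where Akap14 lies, 34.9% are called (exact adjusted p = 0.0297). The test does not pass with median scaling (odds ratio 1.15, exact p = 0.0764), with only probes of 1 symbol (1.17, exact p = 0.0579) or without a detection filter (1.02, exact p = 0.777). Of all X probes on the array, detected or not, 18.9% are called against 20.3% elsewhere (Fisher's exact adjusted p = 0.331), and of all Y probes 65.9% (exact adjusted p = 6.17e-09).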

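Between genotypes, 10 of 715 X and Y probes (1.40%) passed in spermatids, against 4.72% of autosomal probes (odds ratio 0.287, p = 2.96e-06, Fisher's exact test over probes; 3 arrays per genotype). Pgk1, the ubiquitous phosphoglycerate kinase, was higher by 1.74 log2 (SE 0.30, limma adjusted p = 0.00321), and Cypt15, of a cysteine-rich family of spermatids, higher by 1.18 log2 (SE 0.29, limma adjusted p = 0.0256). Taf9b, a subunit of TFIID-like complexes, fell by 1.12 log2 (SE 0.18, limma adjusted p = 0.00199), and Uxt, a prefoldin-like chaperone, fell by 1.05 log2 (SE 0.20, limma adjusted p = 0.00608). Both genes have another tested probe that was not called lower. The median difference of X and Y probes is -0.017 log2 in spermatids and 0.014 in spermatocytes, and 89.4% and 91.0% of them lie within 1.5-fold; without the spermatid array of control mouse 2 the odds ratio is 0.181.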

*Baz1a^−/−^* mutants had nearly indistinguishable expression for X and Y probes in both cell types (Figure S5B), such that these probes were greatly underrepresented in the mis-regulated class (Figure S5C). Thus, both MSCI and postmeiotic activation of X and Y genes are independent of BAZ1A.

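Postmeiotic X and Y genes rose in mutants as well: 265 of 715 X and Y probes rose from spermatocytes to spermatids and 3 fell (limma, 3 spermatid and 2 spermatocyte arrays). Ssty2 rose by 4.10 log2 in mutants, and its level in spermatids was 12.58 ± 0.29 (mean ± SD) against 12.59 ± 0.26 in controls. Akap14 rose by 4.28 in mutants and stood at -0.14 log2 (SE 0.49, limma adjusted p = 0.93) between genotypes in spermatids. In spermatocytes, where X and Y are silenced, Ssty1 stood at 0.90 log2 (SE 0.64, limma adjusted p = 1) between genotypes. Of 15 Y-linked and multicopy X-linked spermatid genes only Cypt15 passed in spermatids (limma camera adjusted p = 0.279). In spermatocytes 0 passed, and as a list they point higher (limma camera adjusted p = 0.0398; adjusted p = 0.642 with an estimated correlation); without the array of mouse 5, which lies at 30.9% of the way to spermatids, they point lower (median -0.25 log2).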

As noted earlier, many histone variants and histone posttranslational modifications, transition proteins, and protamines were expressed normally. Moreover, expression and loading of MIWI-bound piRNAs was normal in the absence of *Baz1a* (Figure S6A) and expression of several repetitive elements was unchanged or slightly decreased (Figure S6B), indicating that these processes are also regulated appropriately. We deduce that much of the altered gene expression in *Baz1a^−/−^* reflects mis-regulation of a distinct set of genes overlaid on the normal developmental program.

### Altered gene expression is also visible in mutant spermatocytes, but to a lower degree

When does mis-regulation begin? Although few probes scored as significantly different between control and *Baz1a^−/−^* spermatocytes, mutant spermatocytes did show evidence of the aberrant pattern seen more strongly in spermatids. Specifically, hierarchical clustering based on the most mis-regulated probes in spermatids also separated spermatocyte samples by genotype (Figure 8E). 

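The 4 probes called with only both spermatocyte groups in the fit are those of AK011408, Evpl, Cldn5 and Rhou, which rank 1, 11, 18 and 20 of the 1177 in spermatids (top 1.70%). In spermatids Cldn5 is higher by 3.44 log2 (SE 0.17, limma adjusted p = 2.57e-07) and Rhou higher by 3.35 log2 (SE 0.20, limma adjusted p = 7.3e-07) (3 arrays per genotype). Of the 118 called in the fit of all groups, 75 were also called in spermatids, where 4.83 are expected in any direction (Fisher's exact p = 4.76e-74). All 75 went the same way, 52 higher (2.18 expected) and 23 lower (0.509 expected), and 115 of the 118 have the same sign. Probes are not independent replicates. Both sets come largely from the same mice and share 1 estimate of each probe's spread. Cdkn1c is higher by 3.65 log2 (SE 0.27, limma adjusted p = 4.14e-06) in mutant spermatids too, and Fa2h fell by 2.03 log2 (SE 0.21, limma adjusted p = 6.58e-05). The spermatocyte calls of Abcb4 (2.29 log2 (SE 0.39, limma adjusted p = 0.0221)) and Sp5 are among those that other settings lose.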

Several probe clusters appeared to have parallel patterns of up- and down-regulation in both cell types, and the four probes scored as differentially expressed in spermatocytes were in the top 1.8% of probes mis-regulated in spermatids (Table S2). From this, we suspected that mis-regulation had already begun to manifest in meiotic prophase I.

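Across all tested probes the genotype differences of both cell types correlate at r = 0.407, and across the 1177 called in spermatids at r = 0.686 (Spearman 0.652; probes are not independent replicates), with the same sign for 969 (82.3%). AK019737 fell by 2.42 log2 (SE 0.22, limma adjusted p = 0.000365) in mutant spermatocytes (2 mutant and 3 control arrays). Myo1f, an unconventional myosin of blood cells, undetected in controls of both cell types, was not called in spermatocytes (limma adjusted p = 1) and is at least 6.46-fold higher (limma adjusted p = 6.72e-06) in mutant spermatids.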

In support of this conclusion, differential expression in spermatocytes correlated strongly with that in spermatids even though most individual probes did not score as significantly altered using standard cutoffs for fold change and statistical significance. Specifically, most probes that were inappropriately up-regulated in mutant spermatids were also elevated in *Baz1a^−/−^* spermatocytes and, conversely, most probes down-regulated in mutant spermatids were also lower in mutant spermatocytes (1.4-fold on average for both sets) (Figure 8F). 

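The 837 probes higher in mutant spermatids were on average 0.46 log2 higher in mutant spermatocytes (1.37-fold; 80.8% of them higher), and the 340 lower ones stood at -0.53 (1.44-fold; 86.2% lower; 2 mutant and 3 control arrays); without the array of mouse 5 the means are 0.28 and -0.43. As sets both pass a test that allows for the correlation between genes (limma camera with an estimated correlation, p = 0.00715 and 0.000237; limma rotation test fry, p = 0.0119 and 0.000126). Sp5 is among the higher ones, undetected in control spermatocytes and at least 4.03-fold higher (limma adjusted p = 0.00638) in mutants. Klk1b27 (1.54 log2 (SE 0.48, limma adjusted p = 0.403)) has the same sign without passing alone. It stood at 7.16 in mouse 5 and at 5.09 in mouse 6, against 4.36 to 4.83 in controls. Of those lower, Cibar1, of cilia, fell by 2.47 log2 (SE 0.30, limma adjusted p = 0.000237) in mutant spermatids and Tent5b, a poly(A) polymerase, fell by 2.39 log2 (SE 0.20, limma adjusted p = 9.71e-06).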

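Means of 10000 random sets of tested probes in mutant against control spermatocytes ranged from -0.04 to 0.04 log2 for sets of 837 probes, and from -0.08 to 0.07 for sets of 340. The shift of the genes higher in mutant spermatids, such as Evpl and Abcb4, and that of those lower, such as Fa2h, lie outside both ranges. The median of all 28751 tested probes is -0.01. Random sets ignore the correlation between genes that respond together, which is 0.111 on average among the 837.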

Randomly chosen probes showed no enrichment one way or the other, as expected (Figure 8F).

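Genes that rise in normal development place each array on a scale from the mean of control spermatocytes (0%) to that of control spermatids (100%). The probes used differ by under 1.5-fold between genotypes in spermatids, with a limma adjusted p of 0.05 or more. Spermatids of both genotypes thus lie close by construction. Spermatid arrays lie between 92.5% and 107%. Control spermatocytes of mice 1, 2 and 3 lie at 5.51, -13.6 and 8.08%, and mutant ones at 30.9% (mouse 5), -8.24% (mouse 6) and 37.5% (mouse 4, not in the tests). Round spermatid markers, such as Acrv1 and Tnp2, have a mean log2 signal of 8.82, 7.11 and 8.91 in control spermatocytes, and of 9.97, 7.87 and 10.5 in mutant ones of mice 5, 6 and 4. By the probes that fall in development, such as Kbtbd6, mice 5, 6 and 4 lie at 11.4, -2.74 and 17.7%.

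**Figure D4:**
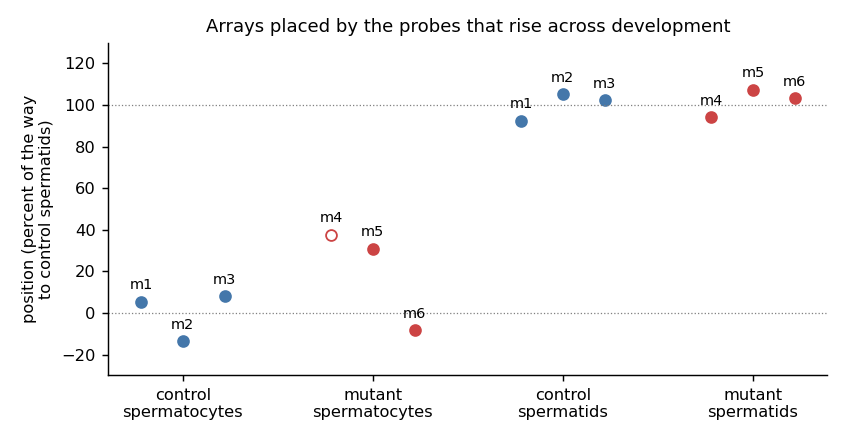
Position of each array between the mean of control spermatocytes (0%) and of control spermatids (100%). Probes used rise across development in controls and show no genotype difference in spermatids. Labels give the mouse; open symbols, mouse 4 spermatocytes, left out of the tests.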

Whereas highly pure round spermatid populations were readily obtained by FACS, spermatocytes showed greater sample-to-sample variability (Table S1). In principle, the appearance of differential expression in spermatocytes could arise from spermatid contamination, but several lines of evidence rule this out. 

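AK011408, Evpl, Cldn5 and Rhou, called higher in mutant spermatocytes in either fit, do not pass across development in controls (3 arrays per cell type). Evpl stands at 0.20 log2 (SE 0.21, limma adjusted p = 0.509), Cldn5 at 0.32 log2 (SE 0.16, limma adjusted p = 0.135) and Rhou at -0.04 log2 (SE 0.19, limma adjusted p = 0.904). AK011408, undetected in control spermatocytes, is at least 1.65-fold higher in control spermatids (limma adjusted p = 0.00155), under the 2-fold asked for. Of the 118 probes of the larger fit, 31 change across development in controls (26.3%; 33.5 expected, Fisher's exact p = 0.683), and of the 75 higher ones 9 rise.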

First, the four probes significantly up in mutant spermatocytes were not among those up-regulated during the spermatocyte-to-spermatid transition in controls (Table S2). Second, *Baz1a^−/−^* and wild-type spermatocytes showed no significant difference when developmentally up-regulated and down-regulated probes were compared; indeed, the expression distribution for these probe sets was similar to that of a random probe selection (Figure 8F). 

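The 3759 probes that rise across development were on average 0.22 log2 higher in mutant spermatocytes (71.5% higher), and the 4409 that fall stood at -0.09 (60.7% lower; 2 mutant and 3 control arrays). With a preset correlation both sets differ from the other probes (limma camera p = 2.16e-09 and 0.00898), and with an estimated correlation neither does (limma camera p = 0.281 and 0.535). Of 24 round spermatid markers 0 passed alone, with a median of 0.66 log2 (limma camera adjusted p = 0.00666; adjusted p = 0.642 with an estimated correlation); without mouse 5 the list points lower (median -0.67). Ssty2 stands at 0.96 (SE 0.90), 8.50 ± 2.89 in mutants and 7.51 ± 1.44 in controls (mean ± SD). Sertoli markers, of the somatic cell that nurses germ cells, point lower in mutant spermatocytes (0 of 13 passing alone, median -0.37; limma camera adjusted p = 0.0164; adjusted p = 0.568 with an estimated correlation). Their mean log2 signal is 5.03 in mouse 6 and 5.81 in mouse 5, against 6.23, 5.38 and 5.79 in controls, and without mouse 6 the list does not pass (median -0.01; limma camera adjusted p = 0.638).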

Finally, as noted above, hierarchical clustering based on developmentally regulated probes did not stratify spermatocyte samples by genotype, although signatures of variable spermatid contamination can be seen (Figure 8D). Notably, mouse 6 yielded the purest of the *Baz1a^−/−^* spermatocyte populations based on microscopic inspection (Table S1), depletion of spermatid expression signature for developmentally regulated probes (Figure 8D), and low expression of X and Y probes (data not shown). This sample grouped with controls when clustered on developmentally regulated probes (Figure 8D), but grouped with the other *Baz1a^−/−^* spermatocyte sample (mouse 5) when clustered on mis-regulated probes (Figure 8E). These observations are not consistent with spermatid-derived RNA contributing significantly to genotype-correlated expression differences in spermatocyte samples.

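Mouse 6 has the lowest signal of spermatid genes among the mutant spermatocytes: X and Y probes average 4.73 log2 on its array, against 5.16 in mouse 5 and 4.96, 4.69 and 4.95 in control mice 1, 2 and 3. Catsper1, at 6.68 ± 2.19 in mutant and 5.96 ± 0.69 in control spermatocytes (mean ± SD, n = 2 and 3), shows how far both mutant sorts lie apart.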

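Single spermatocyte arrays were scored with lists called without the mouse in question. Genes higher in mutant spermatids average 0.36 log2 above the control spermatocyte mean in mouse 6, 0.59 in mouse 5 and 0.74 in mouse 4, and genes lower in mutant spermatids stand at -0.45, -0.59 and -0.58. Single control arrays, scored in the same way against the mean of the other controls, deviate by at most 0.08. Among the genes higher in mutants, those that also rise in normal development, as Capn9 does, average 0.28 in mouse 6 and 0.82 in mouse 5, and those without a developmental difference, as Sp5 and Evpl, 0.37 and 0.50. With 1 array per mouse, no error can be given within a mouse.

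**Figure D5:**
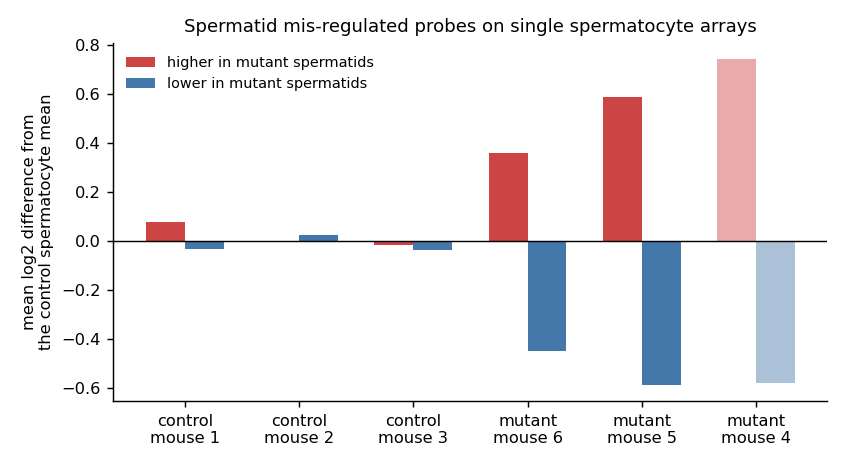
Mean log2 difference from the control spermatocyte mean, on single spermatocyte arrays, of probes called higher or lower in mutant spermatids without the mouse scored. Control arrays are set against the mean of the other controls. Mouse 4 (pale) was left out of the tests.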

### Characteristics of genes mis-regulated in the absence of BAZ1A

The genes mis-regulated in *Baz1a^−/−^* spermatogenesis are heterogeneous with a wide range of annotated functions. Based on enrichment for gene ontology (GO) terms, prominent categories among inappropriately up-regulated genes included peptidases (30 genes, adjusted p value for enrichment of 0.009), transcription factors (37 genes, p = 0.012), cytoskeleton proteins (35 genes, p = 0.51), and cell-cell junction proteins (10 genes, p = 0.34). 

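Klk1b24 rose by 4.67 log2 (SE 0.31, limma adjusted p = 1.3e-06) in mutant spermatids, Klk1b27 rose by 4.98 log2 (SE 0.37, limma adjusted p = 4.14e-06) and Klk1b21 rose by 4.02 log2 (SE 0.35, limma adjusted p = 1.55e-05), from means near the floor in controls (4.63, 5.06 and 5.58; 3 arrays per genotype). Klk1b3, Klk1b9, Klk1b26, Klk1b5 and Klk1 passed as well (1.97, 1.77, 1.65, 1.35 and 1.20), 8 of 12 tested genes of this family of secreted proteases (limma camera adjusted p = 3.44e-09; adjusted p = 0.138 with an estimated correlation). In spermatocytes 0 passed, and 3 did when adjusted over the list alone. Of 7 Leydig cell markers 2 passed (limma camera adjusted p = 0.0574), both of them steroid-synthesis enzymes: Cyp17a1 was higher by 2.15 log2 (SE 0.56, limma adjusted p = 0.0343), and Cyp11a1, undetected in controls, at least 2.12-fold higher (limma adjusted p = 0.000423); Insl3, a hormone of the same cells, stood at 0.95 (SE 0.90). Capn9 was higher by 3.99 log2 (SE 0.37, limma adjusted p = 2.67e-05) and Abcb4 higher by 4.03 log2 (SE 0.30, limma adjusted p = 5.03e-06). Of the transcription factors, Lhx1, of the LIM homeodomain class, was higher by 3.07 log2 (SE 0.29, limma adjusted p = 3.31e-05), Irf1 higher by 3.02 log2 (SE 0.36, limma adjusted p = 0.000174) in 1 of the 2 called among its 4 tested probes, and Tcf7l1, undetected in controls, at least 7.20-fold higher (limma adjusted p = 4.81e-07). Ank1, an ankyrin of red cells and muscle, was higher by 3.14 log2 (SE 0.32, limma adjusted p = 6.49e-05). Of 38 genes of cell junctions, Evpl, Cldn5, Nectin1, Cldn23, Cldn3 and Nectin2 passed (limma camera adjusted p = 0.0512), and of 14 Wnt target genes Sp5 and Tcf7l1 (limma camera adjusted p = 0.0512).

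**Figure D6:**
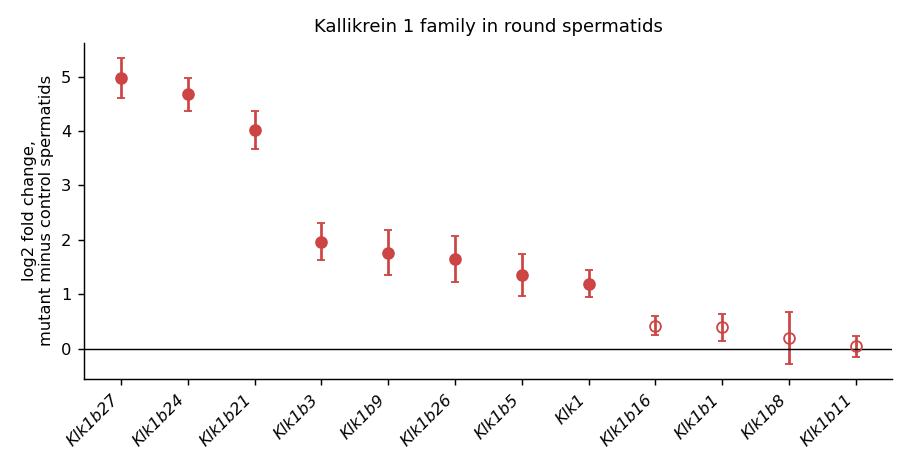
Log2 difference, mutant minus control spermatids, of 12 genes of the Klk1 family with standard errors (3 arrays per genotype). Filled symbols were called.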

Genes in these categories that were up ≥8-fold in mutant spermatids included those for serine proteases CAPN9 and kallikreins (KLK1b21, 24, and 27); transcription factors SP5, SPDEF, IRF1, LHX1, and TCF7L1; myosin MYO1F and ankyrin ANK1; and integral membrane proteins ABCB4 and CLDN5 (Table S2).

We found no obvious properties linking these disparate genes: they are distributed widely among all autosomes (Figure S5C) without evidence of local clustering (data not shown), and we were unable to identify DNA sequence motifs or annotated transcription factor binding sites that are specifically enriched in up-regulated promoters (data not shown). 

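Called genes were tested for called neighbours over 14912 genes in chromosomal order, 919 of them called in spermatids (10000 permutations). Neighbours were the nearest genes on either side taken together. With the 1 nearest gene, 9.36% of called genes have a called neighbour against 6.17% by permutation (permutation p = 0.002). With the 5 nearest it is 30.3% against 27.2% (permutation p = 0.0454), and with the 20 nearest 70.6% (permutation p = 0.841). The excess does not pass once neighbours whose symbols share their first letters are left out. It is then 6.96% against 5.52% with the 1 nearest gene (permutation p = 0.0747), and permutation p = 0.275 with the 5 nearest. Klk1b21, Klk1b26 and Klk1b27, and Klk1b24, Klk1b3, Klk1b5 and Klk1, form runs on chromosome 7 that are higher throughout, and Defa29, Defa20 and Defa39 form a run on chromosome 8 that is lower. Next to each other on chromosome 8 also lie Rhou and Ccsap, which are higher, and Rab4a, which is lower. Alpk2, Malt1, Zfp532 and Sec11c, without a shared name, form a run on chromosome 18 that is higher throughout. Near Baz1a itself 0 of the 20 nearest genes and 4 of the 50 nearest were called (permutation p = 0.376).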

Of note, 25% of up-regulated probes were not detectably expressed in wild-type spermatids, and 20.1% of down-regulated probes were not detectable in the mutant. Thus, many genes expressed in the mutant should not be expressed at all, and many suppressed genes should be transcribed.

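Undetected means a detection p of 0.05 or more on every array of the group. By this rule 123 of the 837 probes higher in mutants (14.7%, 95% confidence interval 12.4 to 17.3%) were undetected in control spermatids, and 27 of the 340 lower ones (7.94%, 5.30 to 11.3%) in mutant spermatids. By the mean detection p the shares are 30.3% and 24.4%, and at a detection p of 0.01, 24.7% and 19.7%; without background correction they are 4.93% and 0%, and with an offset of 50, 7.64% and 4.55%. Without the spermatid array of control mouse 1 the first share is 22.6%, and without that of mutant mouse 6 or 5 the second is 17.1% or 12.1%. There the rule is asked of fewer arrays, which alone can raise the share. Among them are Serpind1, heparin cofactor II of liver, at least 6.05-fold higher (limma adjusted p = 1.96e-06), Flnc, a filamin of muscle, at least 5.69-fold higher (limma adjusted p = 1.38e-05), and Tlr9, a DNA sensor of immune cells, at least 5.59-fold higher (limma adjusted p = 3.28e-05) (3 arrays per genotype). Sall1, a kidney transcription factor, was at least 5.49-fold higher (limma adjusted p = 1.76e-05), and Pou5f1, the pluripotency factor OCT4, at least 3.50-fold higher (limma adjusted p = 6.56e-06). Of the 123, 78 were also undetected in control spermatocytes (63.4%) and 45 were detected there. Undetected in mutants were Syt5, a synaptotagmin of secretory vesicles, at least 3.31-fold lower (limma adjusted p = 7.97e-05), and Stard13, with a lipid transfer domain, at least 3.21-fold lower (limma adjusted p = 2.67e-05). An undetected transcript lies below the floor of the array and is not shown to be absent.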

## Discussion

ACF and CHRAC were first isolated from *Drosophila* extracts as activities that promote assembly of phased nucleosomes *in vitro*. Since then, extensive biochemical, biophysical, and structural analyses, particularly of human and *Drosophila* ACF and the yeast ortholog ISW2, have delved deeply into the mechanisms by which these and other ISWI complexes operate. Their functions *in vivo* have been less well characterized, however, particularly in mammals. We addressed these questions here by analysis of the expression and localization of BAZ1A, a defining subunit of ACF and CHRAC, and by characterization of mice homozygous for a targeted *Baz1a* mutation.

### BAZ1A and DSB repair

Recent reports implicated BAZ1A in DSB repair in transformed human cell lines [31], [32]. Numerous other chromatin remodeling complexes play roles in DSB repair and/or DNA damage responses, including the large multi-protein chromatin remodeling complexes of the SWI/SNF and INO80 families [60] and the ISWI family member WICH (SNF2H in complex with BAZ1B) [61]. Thus, it was plausible that ACF/CHRAC might fit into this growing list. However, *Baz1a*-deficient mice showed no signs of substantial DSB repair defects in cell populations where developmentally programmed DSBs occur—spermatocytes, oocytes, T-cells, and B-cells. Moreover, I-SceI-generated DSBs induced similar HR frequencies in the presence and absence of BAZ1A in two different somatic cell types, and *Baz1a^−/−^* mice did not display overt sensitivity to MMC exposure *in vivo*, unlike known HR-defective mutants. We conclude that BAZ1A (and by extension ACF and CHRAC) are largely if not completely dispensable for DSB repair in mouse cells.

One possibility to explain the apparent difference between human cells *in vitro* and mouse cells *in vivo* could be species-specific differences in the expression of BAZ1A. We note, however, that immunoblotting demonstrated comparable protein levels in primary and tumor-derived mouse cells and the human cell lines (HeLa and U2OS) used for prior RNAi studies (Figure 1B). (Note that the antibody was raised against a 135 amino acid epitope of human BAZ1A which only shares 85% peptide sequence identity with mouse BAZ1A, so if anything this analysis may slightly underestimate relative levels of the mouse protein.) Another possibility is that DSB repair defects could be tied to presence of other mutations that sensitize the tumor-derived human cell lines studied to BAZ1A depletion. Moreover, off-target effects of the RNAi experiments cannot be ruled out as complementation of the cell lines with RNAi-resistant *BAZ1A* was not conducted. Other differences in methodology may also contribute, namely acute depletion by RNAi vs. genetic ablation. *Baz1a* ^−/−^ mutants and cells derived from them will provide ideal tools to address these issues.

### BAZ1A deficiency causes a unique gene mis-regulation signature in spermatogenesis

We show here that mouse BAZ1A, and by inference ACF and/or CHRAC complexes, are essential for spermiogenesis and male fertility. Male *Baz1a^−/−^* germ cells displayed widespread mis-regulation of gene expression beginning at least as early as meiotic prophase and growing substantially worse during early postmeiotic differentiation. By and large, the normal transcription program was executed correctly and in a timely manner.

This phenotype is distinct from that of mutations such as those affecting the A-MYB or CREM transcription factors, which derail the normal meiotic and/or postmeiotic expression programs primarily because of failure to properly up-regulate target genes [37], [62], [63]. Specifically, CREM and A-MYB regulated genes were not enriched in the list of misregulated genes in *Baz1a^−/−^* (data not shown), and protein expression of several known CREM targets was normal (i.e., protamines and transition proteins; Figure 7C). 

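Of 9 tested CREM target genes 0 passed between genotypes in spermatids (limma camera adjusted p = 0.872; 3 arrays per genotype). Prm1, a protamine, differed by -0.28 log2 (SE 0.33; 13.79 ± 0.22 in mutants and 14.09 ± 0.15 in controls, mean ± SD), Tnp1 and Tnp2, the transition proteins, by 0.24 and 0.73 (SE 0.40 and 0.44), and Odf1, of the outer dense fibres, by 0.23 (SE 0.53). Of 21 piRNA pathway genes, many of them A-MYB targets, 0 passed (median -0.22, limma camera adjusted p = 0.0574). Piwil1 stood at -0.14 (SE 0.22) and Mybl1, which encodes A-MYB, at -0.14 (SE 0.20). CREM targets rose across development in both genotypes, 8 of 9 in controls (median 2.51 log2; limma camera adjusted p = 0.00279; adjusted p = 0.597 with an estimated correlation) and 7 of 9 in mutants.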

Failed transcription activation in mutants lacking these key transcription factors contrasts with the widespread derepression in the absence of BAZ1A.

More importantly, the *Baz1a^−/−^* gene expression signature is wholly unlike that of other chromatin modifying factor mutants. For example, BRDT is a bromodomain-containing protein that binds acetylated histone H4 and is expressed from pachynema through round spermatid stages (i.e., substantially overlapping with BAZ1A expression) [64]. Genetic ablation or chemical inhibition of BRDT causes male sterility because of spermatogenic failure tied to defects in inducing the normal spermatogenic transcription program [35], [65]. RNF8 is a ubiquitin E3 ligase that ubiquitylates histone H2A [66]; unlike *Baz1a^−/−^*, *Rnf8^−/−^* mutants specifically fail to reactivate silenced X and Y genes in round spermatids [67]. BRG1 is a subunit of BAF, a chromatin remodeling complex of the SWI/SNF family (distinct from the ISWI family). *Brg1*-deficient spermatocytes arrest in prophase because of recombination defects [68], [69]. Finally and most relevant to our studies, CECR2 is a BAZ1A paralog that forms complexes with ATPases SNF2H and SNF2L (Figure S1A, S1C) [39], [70]. However, in striking contrast to BAZ1A-deficient animals, *Cecr2^−/−^* mutants have only modestly reduced male fertility because of a defect in the ability of spermatozoa to fertilize oocytes, show no gross defects in spermatogenesis or sperm number and motility, and have only minor changes in testis gene expression (35% change in one gene of 12 tested) [39].

### Function of BAZ1A in spermatogenic gene regulation

Although the gene mis-regulation signature in *Baz1a^−/−^* spermatocytes is unlike that in other described chromatin mutants in mouse, it is entirely congruent (albeit it in a different cellular context) with a common thread connecting phenotypes of yeast and fly *acf* mutants, namely defects in transcriptional control largely because of inappropriate derepression. Specifically, *acf1* mutant flies have defects in forming Polycomb-dependent repressive chromatin and repressing Wingless-regulated genes [26], [27], and yeast mutants lacking ISW2 complexes derepress numerous genes [71], [72]. Similarly, RNAi experiments implicate human BAZ1A in repressing vitamin D3 receptor-regulated genes as well [30]. In keeping with known biochemical properties of ACF/CHRAC (see Introduction), the influence of these remodelers on gene expression in these diverse taxa is either known or hypothesized to be via direct control of chromatin structure [73]. It is therefore parsimonious to infer that the same is likely true for BAZ1A in spermatogenesis. Importantly, while targeted studies have identified a handful of ACF-regulated genes in flies and human cells, ours is the first to address this question genome-wide.

Importantly, we note that mis-regulation in *Baz1a^−/−^* coincides with the dramatic chromatin changes that accompany spermatogenesis and that occur on time in the mutant, e.g., exchange of canonical and variant histones. We also note that BAZ1A first becomes abundant on chromatin in pachynema, the time mis-regulation first begins to be detected in the mutant. This places BAZ1A on chromatin at the right time and place to be directly involved in controlling gene expression by modulating chromatin structure. We hypothesize that the shifting chromatin protein composition renders the genome vulnerable to promiscuous transcription changes, and that an essential function of ACF and/or CHRAC is to safeguard against these changes by ensuring that newly assembled chromatin is structured correctly. In this view, many of the genes observed to be mis-regulated may be direct targets of BAZ1A-dependent chromatin remodeling, but indirect effects are also likely to be at play, e.g., as a downstream consequence of inappropriate expression of transcription factors or other genes. Interestingly, although mis-expression was widespread, it was not universal, thus not all genes are equally vulnerable.

### The cause of spermatogenic failure in *Baz1a^−/−^* males

*Baz1a*-deficient mice showed highly pleiotropic defects in spermatid development. Importantly, mis-regulation in the mutant had already begun by late prophase, i.e., well before overt cellular defects were apparent, suggesting that transcription defects tied directly to absence of ACF and/or CHRAC are unlikely to be a consequence of spermiogenic failure. Many of the *Baz1a^−/−^* differentiation defects (e.g., multinucleate round spermatids, non-motile sperm, aberrant head and tail morphologies) have been described in numerous other mutants affecting distinct molecular pathways [74]. In other words, different molecular defects can give similar phenotypic endpoints, so the precise ways in which spermiogenesis goes awry are not uniquely diagnostic. Not surprisingly then, the eclectic collection of genes mis-regulated in the mutant provided no single smoking gun to explain the cellular phenotypes, so a simple explanation is that the massive mis-regulation per se is the proximal cause of sperm differentiation defects. Indeed, we favor the view that *Baz1a^−/−^* pleiotropy reflects the large number of mis-expressed genes, the variety of their functions, and the all-or-nothing nature of some mis-regulation. Importantly, our data conclusively rule out alternatives that could otherwise have been considered possible causes of infertility, e.g., defects in piRNA production, control of transposable elements, or regulation of sex chromosome gene expression.

### Other possible functions of BAZ1A

BAZ1A displayed dynamic subnuclear localization patterns during meiosis and spermiogenesis. Because mis-regulated genes were scattered among all autosomes without obvious clustering, we consider it likely that BAZ1A-dependent enforcement of appropriate gene expression is related to the diffuse euchromatic staining that was relatively resistant to extraction in chromosome spreads during pachynema and diplonema. However, other prominent staining patterns are not obviously tied to essential functions of the protein. For example, BAZ1A was transiently enriched in the sex body during late pachynema, but *Baz1a* ^−/−^ cells displayed no changes in either MSCI or postmeiotic activation of XY genes. If ACF/CHRAC contribute to proper function of the sex body, they are either redundant with other factors or are involved in processes that are dispensable for proper control of sex chromosome gene expression. Similarly, ACF and/or CHRAC are highly enriched in pericentric heterochromatin in cultured cells [29], [38] and during spermatogenesis (this study), but no gross heterochromatin defects were observed in *Baz1a*-deficient spermatocytes or round spermatids. Furthermore, we did not observe fragmentation of the heterochromatic chromocenter such as that reported for *Brdt*-deficient spermatids [75], and the *Baz1a^−/−^* mutant does not phenocopy mutants known to have heterochromatin defects such as those with deficiencies in the histone methyltransferase SUV39h, the Polycomb-group transcription factor YY1, or HP1γ [76]–[78]. The function of this binding to heterochromatin is thus unclear, and is in contrast with findings in *Drosophila*, where *acf1* mutants are deficient for accumulating heterochromatic marks equivalent to those assayed here [26]. Intriguingly, BAZ1A became undetectable as spermatids began to elongate, coincident with replacement of histones by transition proteins, but then reappeared later, at about the time when protamines replace transition proteins. This behavior may reflect additional roles for BAZ1A (and ACF/CHRAC) in late-spermiogenesis chromatin remodeling.

BAZ1B (also known as WSTF) is the closest paralog of BAZ1A by sequence and also associates with SNF2H to form the WICH complex (Figure S1A, S1C). While not up-regulated in testis, BAZ1B is present, raising the possibility that it may have distinct or possibly overlapping functions with BAZ1A. *Baz1b* mutation causes perinatal lethality because of cardiac defects [79], so a conditional targeting strategy would be necessary to test for function in the germ line.

Interestingly, human *BAZ1A* was down-regulated in testis tissue displaying round spermatid maturation arrest, isolated from infertile men with azoospermia [80]. Thus, it is possible that decreased BAZ1A levels may also lead to human male sterility. Moreover, the only clearly essential function revealed by our study is in support of spermiogenesis and male fertility, suggesting that small-molecule inhibitors of BAZ1A could confer male contraceptive activity analogous to that shown recently for inhibitors of BRDT [65].

## Materials and Methods

Ethics statement: All animal work was performed in compliance with relevant regulatory standards and was approved by the MSKCC Institutional Animal Care and Use Committee.

### Generation of *Baz1a* conditional mice

The targeting vector was constructed by PCR-amplifying short (∼2 kb) and long (∼5 kb) homologous flanking fragments from bacterial artificial chromosome (BAC) DNA (RP23-235B6) with synthetic *Spe*I-*Hind*III and *Not*I-*Hind*III sites respectively at their ends and cloning into vector PL253 [81] at *Spe*I and *Not*I sites. The BAC *E. coli* strain was electroporated with the pRed/ET recombineering plasmid (Gene Bridges) and PL253 containing the homology arms linearized at *Hind*III to capture a partial genomic *Baz1a* sequence (∼12 kb) containing exons 5–7 into PL253 by homologous recombination upstream of thymidine kinase (TK). Next, short arms of homology were PCR amplified from intronic sequence between *Baz1a* exons 5 and 6 with a synthetic 3′ EcoRI site on the left arm and a synthetic 5′ *Bam*HI site on the right arm and inserted into *Eco*RI and *Bam*HI sites of PL452 [81], which contains a neomycin-resistance cassette (*Neo*) flanked by *FRT* sites with a single *loxP* site downstream. The recombineering strain EL350 [82] was used to insert this construct into the intron upstream of exon 6 of the partial *Baz1a* locus in PL253. A second *lox*P site was inserted into a unique *Avr*II site in the intron downsteam of exon 6.

The targeting construct was linearized at the *Sal*I site, electroporated into albino C57BL/6J, CY2.4 ES cells and *Neo^r^* clones were selected using G418. Individual clones were analyzed by Southern blot using 5′ and 3′ diagnostic probes (Figure S3). Targeted ES cell clones were expanded and injected into C57BL6/J blastocysts. One injected clone (clone #73) successfully contributed to the germ line to generate chimeras heterozygous for the *Baz1a^flox^* allele. *Baz1a^flox^* mice were crossed to an FVB/NJ *Stra8-Cre* transgenic mice to delete exon six in the germ line [41]. Resulting *Baz1a^+/−^* animals were bred to generate homozygous *Baz1a^−/−^* mice on a mixed C57Bl/6J x FVB/NJ background. Mice described in this study were maintained on this mixed background by mating brothers and sisters. To minimize variability from strain background, experimental animals were compared to controls from the same litter or from the same matings involving closely related parents. Adult mice between 2–6 months of age were used in all experiments unless otherwise noted. Genotyping was performed by PCR using primers to detect the *Baz1a* ^flox^ allele: primers P2 (5′-AAACAGGTGGAGAACTTGG) and P3 (5′-CACAGGCATATGCTACCTAGG), which amplify fragments of 245 bp for the wild-type allele and 411 bp for the mutant (Figure 2A). Recombination of *loxP* sites by Cre recombinase was confirmed using primers P1 (5′-TTCCTCGTGCTTTACGGTATCG), P2 and P3, which amplify fragments of 245 bp for the wild-type allele and 331 bp for the mutant allele (Figure 2A). PCR conditions were as follows: 1 minute at 95°C, then 33 cycles of 20 s at 95°C, 30 s at 55°C, and 45 s at 72°C, followed by a final extension for 3 minutes at 72°C.

### RNA expression analysis

To separate spermatids and spermatocytes using FACS, testes from adult mice were processed as described elsewhere [83]. Briefly, cells were liberated from testes by enzymatic treatment with collagenase, trypsin and DNase I and the resulting cell suspension was stained with Hoechst 33342 (Sigma) and sorted using a MoFlo cytometer (Dako) based on red and blue Hoechst fluorescence (reflecting DNA content and chromatin complexity). The purity of enriched populations was determined based on cellular morphology (round spermatids) or immunofluorescence (IF) for SYCP3 (primary spermatocytes) on squash preparations of sorted cells (Table S1; data not shown).

For microarray gene expression profiling, RNA was extracted using TRIzol (Invitrogen) according to the manufacturer's instructions from sorted cells. RNA samples were labeled and hybridized to the MouseWG-6 v2.0 Expression BeadChip microarray (Illumina). All analyses were performed on probe-level data exported by Illumina BeadStudio software. Microarray data were background corrected by the norm-exponential procedure using control probes on the array, quantile-normalized, and analyzed for differential expression by linear model with array weights using the limma package [84] in Bioconductor (http://www.bioconductor.org) and R (http://cran.r-project.org), following recommendations described in the BeadArrayUseCases Bioconductor package [85], [86]. Probe annotations were corrected and poor quality probes removed from analysis as described [87] using Bioconductor package illuminaMousev2.db version 1.14.0. Only probes with detectable expression in at least one sample were included in the differential expression analysis. 

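On the spermatocyte array of mouse 4, the spermatid kinase gene Tssk2 has a log2 signal of 10.79, against 6.70 to 9.91 on the other spermatocyte arrays, and the acrosomal gene Acrv1 11.27, against 6.73 to 10.96. With this array in the fit, 788 probes were called between mutant and control spermatocytes (limma, 3 arrays per genotype).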

Purity information was unavailable for one of the *Baz1a^−/−^* spermatocyte samples (mouse 4), and expression data indicated that this sample contained substantial contamination with spermatids (data not shown), so this sample was censored from the tests for differential expression. 

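At 1.5-fold and an adjusted p of 0.05, 2147 probes were called between genotypes in spermatids, 1237 of them higher, and 118 in spermatocytes; at 1.5-fold and 0.1, 2887 and 179; at 2-fold and 0.1, 1247 and 174 (limma, same arrays). At 1.5-fold and 0.1, 60.3% of the called probes are also developmental (odds ratio 2.27), and 1.91% are among the 1000 largest developmental changes (odds ratio 0.512).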

Unless otherwise indicated, cutoffs of two-fold expression difference and FDR q = 0.05 were applied to define probes as differentially expressed, but overall patterns discussed here remained unchanged if stringency was relaxed to 1.5-fold change and/or q = 0.1 (data not shown). GO term enrichment was analyzed using the WebGestalt server [88]. Data are available under GEO accession number GSE41303.

For quantitative real time PCR (qRT-PCR), RNA was extracted from FACS sorted populations of either spermatocytes or spermatids using TRIzol (Invitrogen) according to the manufacturer's instructions and cDNA was produced using SuperScript III First-Strand Synthesis System (Invitrogen) with oligo-dT as the primer. The amplifications were performed using a LightCycler 480 II (Roche) under the following conditions: 5 minutes at 95°C, then 60 cycles of 10 s at 95°C, 20 s at 55°C, and 30 s at 72°C. Primers used for repetitive element analysis by qRT-PCR were as described [89]. PCR amplification of the cDNA was used to generate gene specific amplicons that were then gel purified. Each amplicon was then serially diluted by a factor of 10 to create a dilution series ranging from 10^−2^ to 10^−6^ to generate a standard curve by qPCR specific for each primer pair against which the relative expression of each unknown was measured.

The pachytene piRNA northern was performed using MIWI-bound RNA isolated from an immunoprecipitation (IP) of testis lysate. Testes were lysed in 1 mL RIPA buffer (50 mM Tris-HCl, pH 7.4; 150 mM NaCl; 1% NP40; 0.25% sodium deoxycholate), and homogenized with a plastic pestle prior to to pelleting cellular debris at 15,000 rpm for 10 minutes. Supernatants were incubated with 10 µL anti-MIWI antibody (Cell Signalling # 2079) overnight at 4°C and bound with 50 µL protein-G agarose. Beads were washed three times for 5 minutes each with 1 mL RIPA buffer before RNA was extracted using TRIzol (Invitrogen) according to the manufacturer's instructions. RNAs were separated on a denaturing 12% polyacrylamide gel at 300 V and transferred to Genescreen Plus by semi-dry transfer in 0.5× TBE for 1 hr at 300 mA. The blot was cross-linked at 1200 µJ and blocked with hybridization buffer (5× SSC, 1 mM EDTA, 2× Denhardt's, 1% SDS, 2% dextran sulfate, 30 µg/mL ssDNA) at room temperature for 10 minutes and then at 42°C for 20 minutes and probed overnight at 42°C with a [γ-^32^P]dATP labeled mixture of oligonucleotides directed against pachytene piRNAs piR-1,2,3 [90]. The blot was washed four times for 30 minutes each with 2XSSC, 0.1% SDS at 42°C followed by exposure to a phosphoimaging screen overnight.

### Histology and cytology

Sperm were isolated from epididymides by mincing in PBS and allowing the sperm to swim or diffuse out. Sperm were counted by hemocytometer and a drop of suspension was added to a slide coated with 4% PFA, air-dried and rinsed with PBS for viewing by bright field microscopy.

For histology, testes or epididymides from adult mice were fixed overnight in 4% paraformaldehyde (PFA) or Bouin's fixative. Ovaries were fixed in 4% PFA for 1 hr. Tissue was embedded in paraffin and 5 µm sections were cut and mounted on slides for either staining with hematoxylin and eosin or periodic acid Schiff or for immunofluorescence or immunohistochemistry using the Ventana Medical Systems Discovery XT automated stainer. Surface spread spermatogenic cells were prepared as described elsewhere [91] as were squashes [92]. Spreads, and squashes were incubated with blocking buffer (1× PBS with 0.2% gelatin from cold-water fish skin, 0.05% TWEEN-20, 0.2% BSA) at room temperature with gentle agitation for 30 min and stained with primary antibodies diluted in blocking buffer. Slides were incubated with primary antibody at 4°C overnight followed by three 5-minute washes in blocking buffer with gentle agitation, incubation with the appropriate AlexaFluor secondary antibody (Invitrogen) diluted 1∶100, washed three times again and mounted with cover slips using Vectashield mounting medium containing 4′,6-diamidino-2-phenylindole (DAPI). Primary antibodies and their dilutions were as follows: anti-BAZ1A (Sigma HPA002730), 1∶100 dilution; anti-SNF2H (Novus H00008467), 1∶100 dilution; anti-HP1γ (Millipore MAB3450), 1∶100 dilution; anti-HP1β (Millipore MAB3448), 1∶100 dilution; anti-H3K9me3 (Abcam ab8898), 1∶1000 dilution; anti-CHRAC17 (Novus NB100-61082) 1∶100 dilution; anti-acetylH4 (Millipore 06-866) 1∶100 dilution; anti-γH2AX (Millipore 05-636) 1∶100 dilution; anti-MLH1 (BD Pharmingen 51-1327GR) 1∶50 dilution; anti-DMC1 (Santa Cruz sc-22768) 1∶100 dilution; anti-SYCP3 (Santa Cruz sc-74569), 1∶50 dilution; anti-MVH (Abcam ab13840).

Terminal deoxynucleotidyl transferase (TdT) dUTP nick end labeling (TUNEL) was perfomed on 4% PFA-fixed testis sections as described [93].

For electron microscopy, testes from adult mice were fixed overnight in 2.5% glutaraldehyde and 2% PFA in 0.075 M sodium cacodylate buffer (pH 7.5). Tissues were then post-fixed in 1% osmium tetroxide, dehydrated, embedded in resin and ultra-thin sections cut and stained with 2% uranyl acetate and Reynolds lead citrate and mounted on copper grids for evaluation using a JEOL1230 transmission electron microscope.

### DR-GFP and MMC experiments

For cell culture, MEFs were derived from 13.5-d embryos, and ear fibroblasts were derived from 2- to 4-mo-old animals. For transfection experiments, mice or embryos were *Pim1^+/Drgfp^*. Embryos were harvested and primary cultures of MEFs were prepared as described in [51] with the following modifications: trunks were minced with a sterile razor blade and dissociated in 1 mL of 0.05% trypsin/EDTA at 37°C for 45 min followed by pipetting up and down several times in 4 mL DME-HG/10% FBS/1% Pen-Strep. Ears were dissociated by agitation in an orbital shaker at medium speed for 4 h in DME-HG with 2 mg/mL collagenase (Roche). After shaking, cells were passed through a 70 µm cell strainer (Falcon) into 50 mL conical tubes and pelleted by centrifugation at 300× g for 5 min. Primary fibroblasts derived from each mouse (2 ears) were plated on a 60 mm plate in DME-HG/10% FBS/1% Pen-Strep. MEFs (3×10^6^) and ear fibroblasts (2–3×10^6^) at passage 3 were electroporated in 0.6 mL Optim-MEM (Gibco) at 350 V and 1000 µF with 30 µg I-SceI expression vector (pCBASce) or empty vector (pCAGGS) or for a positive control 30 µg NZEGFP using a Bio-Rad Gene Pulser II. Flow cytometry was performed 48 h after transfection to analyze GFP expression.

For MMC experiments, 6 mutant and 6 control mice (2- to 4-mo-old) received intraperitoneal injections of 5 mg/kg body weight MMC (Sigma) and were monitored for 21 d.

### SDS-PAGE and western blots

For IP-western and co-IP, a single testis per IP from an adult mouse was homogenized in hypotonic lysis buffer (20 mM HEPES-NaOH, pH 7.5; 5 mM KCl) using a plastic pestle, lysed by freeze/thawing thrice in liquid nitrogen and 37°C water bath for 30 s each and treated with 25 units of benzonase (Novagen) at 4°C for 1 hr. NaCl was increased to 500 mM with 5 M NaCl for 10 min and then reduced to 150 mM by adding dH_2_O. Lysates were incubated with antibody overnight and incubated with protein-G beads (Roche) for 1 hr. Beads were washed three times with PBS and boiled in 2× Laemmli buffer prior to separation on 3–8% Tris-acetate polyacrylamide gels (Invitrogen) at 150 V. Proteins were transferred to PVDF by wet-transfer in Tris-glycine at 100 V for 1 hr at 4°C. Membranes were blocked with 5% non-fat milk in TBS-T (1× TBS with 0.1% TWEEN-20) at room-temperature for 1 hr and incubated with antibodies overnight at 4°C (as listed for histology and cytology but diluted 1∶1000 in block buffer), washed three times for 5 minutes each with TBS-T, and subsequently detected with HRP-congugated secondary antibodies (diluted 1∶10,000 in block) for 1 hr at room-temperature followed by exposure to film.

For multi-tissue western blot, ∼100 mg pieces of a panel of adult mouse organs were flash frozen in liquid nitrogen and homogenized in RIPA buffer by first mincing with scissors and then grinding with a plastic pestle. Lysates were treated with 25 units of benzonase at 4°C for 1 hr and sonicated alternating 30 sec on high setting, 30 sec off for 15 min using a water bath sonicator at 4°C (Diagenode Bioruptor). Protein concentrations were measured using the Bio-Rad protein assay and 8.5 µg of each lysate was added to an equal volume of 2× Laemmli buffer and boiled prior to separation on 3–8% Tris-acetate gels (Invitrogen) and transferred to PVDF by wet-transfer in Tris-glycine as described above. The membrane was stained with Ponceau-S to evaluate protein loading prior to incubation with antibodies.

For cell culture extracts, immortalized ear fibroblasts were generated by mincing the dorsal tip of wild-type and *Baz1a* ^−/−^ mouse ears in DMEM with collagenase D/dispase (4 mg/mL) and incubating at 37°C for 2 hr. Following the incubation, 1.5 mL DMEM with 10% fetal bovine serum and 5× antibiotic/antimycotic (Gemini Bioproducts) was added. Following an overnight incubation at 37°C, tissue was dissociated by pipetting up and down ∼30× with a P1000. Cells were passed through a 40 µm cell strainer, pelleted and resuspended with 3 mL DMEM with 10% fetal bovine serum and 5× antibiotic/antimycotic and plated in a single well of a 6-well dish and incubated at 37°C with 5% CO_2_. After 2 days, the media was changed with the amount of antibiotic/antimycotic reduced to 2×. For simian virus 40 (SV40) transformation, 10 cm dishes containing subconfluent early-passage ear fibroblasts (EFs) were each transfected with 5 µg of the p129-SV40 plasmid (kind gift from Janet Mertz, University of Wisconsin) using FuGENE 6 (Roche) transfection reagent according to the manufacturer's instructions. Immortalized cells were selected for by passaging the cells 10 times. To derive the extracts, the various cell lines were grown to confluency in DMEM +10% fetal calf serum on 10 cm plates, scraped and pelleted by centrifugation and processed like the tissue samples except 25 µg of each extract was used. Additional antibodies: anti-BAZ1B antibody (Sigma # W3516), diluted 1∶1000; anti-actin [ac-15] (Abcam # ab6276), diluted 1∶2500.

For cellular fractionation, testes were dissociated enzymatically by incubating with 4 mg collagenase in 10 mL Gey's balanced salt solution (GBSS) in a thermomixer R (Eppendorf) at 32°C at 450 rpm for 15 min and mechanically by pipetting up and down using a transfer pipette. The resulting single cell suspension was fractionated as described elsewhere [94]. Samples were run on 4–12% Bis-Tris gels (Invitrogen) and transferred to PVDF by wet-transfer in Tris-glycine as described above. The following antibodies were used for western analysis: anti-MacroH2A1.2 (kind gift from John Pehrson, University of Pennsylvania), diluted 1∶1000; anti-Hils1 (kind gift from Martin Matzuk, Baylor College of Medicine), diluted 1∶2000; anti-H2A.Bbd (Millipore 06-1319), diluted 1∶1000; anti-H2AZ (Millipore 07-594), diluted 1∶2000; anti-H3.3 (Abcam ab62642), diluted 1∶1000; anti-Tubulin (Santa Cruz sc-5286), diluted 1∶5000.

### Acid-Urea PAGE analysis of sperm basic nuclear proteins

Testes were dissociated and nuclei were isolated as described above for the cellular fractionation. Nuclei were then sonicated alternating 30 sec on high setting, 30 sec off for 15 min using a water bath sonicator at 4°C (Diagenode Bioruptor) and centrifuged at 6000× g for 5 minutes. The supernatant (sonication-sensitive fraction) and pellet (sonication-resistant nuclei fraction) were collected separately. Proteins soluble in 500 mM hydrochloric acid were isolated from each fraction and precipitated with 4% and then 20% trichloracetic acid. Precipitates were washed with 500 µL acetone and dried under vacuum, then boiled in 100 µL loading buffer (5.5 M urea, 5% acetic acid, 20% β mercaptoethanol) and separated on a 2.5 M urea, 0.9% acetic acid, 15% polyacrylamide gel (which was pre-run overnight in reverse polarity at 150 V) in reverse polarity at 150 V in 5% acetic acid. The gel was stained with Coomassie and destained with 50% methanol, 10% acetic acid.

### B cell purification and *in vitro* stimulation of CSR

Splenic B cells were purified using negative selection with anti-CD43 magnetic beads (Miltenyi Biotec) and stimulated with LPS to induce CSR to IgG3 or anti-CD40+IL4 at a density of 10^6^ cells/mL in RPMI 1640 supplemented with 15% fetal calf serum, 2 mM L-glutamine, 100 IU/mL penicillin, 100 µg/mL streptomycin, 60 µM beta-mercaptoethanol. Activated B cells were re-fed at 48 hours with fresh stimulation medium and analyzed by flow cytometry at 96 hours post-stimulation on a FACSAria flow cytometer (BD Biosciences). Antibodies used for flow cytometry were from BD Biosciences: anti-IgG1-APC (#550874) and anti-IgG3-FITC (#553403). Reagent concentrations were 20 µg/mL LPS (Sigma L4130), 1 µg/mL anti-CD40 (eBiosciences 16-0402-86), and 12.5 µg/mL IL4 (R&D Systems 404-ML-050).

### FACS analysis of CD4+ and CD8+ T cell populations

Single-cell suspensions of thymocytes and splenocytes were generated by dissecting the organs and grinding each between the frosted-portion of glass slides into 5 mL Bruff's medium with 5% fetal bovine serum. Cells were pelleted at 1500 rpm for 5 minutes. To the splenocytes, 1 mL red blood cell lysis buffer (Sigma) was added and incubated at room-temperature for 10 minutes. Splenocytes were pelleted and resuspended in 5 mL Bruff's medium. Both cell suspensions were counted by hemocytometer and plated at 10^6^ cells/well in a 96-well plate. Each well was incubated with normal mouse serum and 75 µg Fc receptor-blocking antibody (Miltenyi Biotec) at 4°C for 20 minutes before being stained at 4°C for 30 minutes with 50 µL/well of monoclonal antibody conjugates from BD Biosciences: anti-CD4-Pacific Blue (#558107) and anti-CD8-FITC (#561968). Stained suspensions were analyzed using a FACSAria flow cytometer (BD Biosciences).

### ICSI (Intracytoplasmic sperm injection) and ROSI (round spermatid injection)

Round spermatids were isolated based on their morphology in bright field microscopy, from a suspension of *Baz1a* ^−/−^ testis cells generated by enzymatic treatment of a pair of decapsulated testes with collagenase, trypsin and DNase I. Sperm were isolated from epididymides by mincing in PBS and allowing the sperm to diffuse out. *Baz1a^−/−^* round spermatids or sperm heads were injected into oocytes retrieved from BDF1 females 13 hours after injection with human chorionic gonadotropin. All manipulations were performed on the heated stage of a Nikon TE2000 microscope equipped with a Narishige micro-manipulator. Oocytes were monitored for 6 hours post injection and scored for signs of activation, namely, polar body extrusion and the appearance of interphase nuclei. As neither round spermatids nor sperm heads activated the oocytes, artificial activation of injected oocytes was performed by incubation in 10 mM strontium chloride in calcium-free MCZB. Embryos were cultured to the blastocyst stage in Global total in a MINC incubator containing 5% O_2_, 6% CO_2_, 89% N_2_.

## Supporting Information

Figure S1 Cross-species comparison of ISWI containing complexes and ACF orthologs and paralogs. (A) Subunit compositions of known ISWI-containing chromatin remodeling complexes from *Drosophila* and mammals. Like colors represent orthologous proteins. Patterned after ref [95] (B) Comparison of the domain architecture of Acf1 from *Drosophila* and the mouse BAZ/WAL family of proteins. Numbers at the right indicate the amino acid length of each peptide. Not to scale. (C) Amino-acid sequences of BAZ1A (red) and its seven paralogs from primate (human and chimpanzee), rodent (mouse and rat), bird (chicken), laurasiatheria (dog), fish (fugu) and amphibian (frog) were aligned with Acf1 from fruitfly and Itc1 (blue) from the budding yeast *Saccharomyces cerevisiae* by the Clustal V method and the tree constructed using MegAlign software. Dotted line = negative branch length.
(PDF)

Figure S2 Expression and localization of BAZ1A during spermatogenesis and oogenesis. (A) Staging of the seminiferous epithelium is based on the semi-synchronous waves of spermatid differentiation along the length of seminiferous tubule. A single seminiferous tubule from the tesis is enlarged with an example of a fluorescent-stained cross-section at the end. Arrow indicates the direction of the semi-synchronous wave of spermatogenesis with roman numerals indicating the 12 epithelial stages. (For further explanation of staging, please see [96]). (B) Immunofluorescence on mouse testis sections. (i–iv) Sections were co-stained with anti-BAZ1A and HP1β antibodies. Tubule stage is indicated in uppercase roman numerals. (i′–iv′) Same images as panels above with increased exposure in the BAZ1A (red) channel alone. Bar = 20 µm. Insets show magnification of the indicated cells. DAPI was included in the insets in the bottom panel to show nuclear shape. Lowercase letters to the left of each inset correspond to the letters in Figure 1D. (C) Immunofluorescence comparing BAZ1A expression in testis and ovary sections. Sections from adult testis and embryonic ovary (∼18.5 days post-conception) were stained in parallel with anti-SYCP3 and BAZ1A antibodies. Fluorescent signals in the BAZ1A channel were captured with equal exposures and displayed with the same contrast settings to provide semi-quantitative comparison. Note that BAZ1A staining in pachytene or diplotene oocytes (O) is relatively weak, especially compared to the overexposed signal in pachytene spermatocytes (P). Weak, variable BAZ1A signal was also observed in diplotene or dictyate oocytes from 2 dpp ovaries (data not shown). Moreover, the oocyte signal is specific for BAZ1A, as no such staining was detected in oocytes from *Baz1a^−/−^* animals. RS, round spermatids; pL, pre-leptotene spermatocytes; bar = 10 µm. (D) BAZ1A immunofluorescence on spread spermatocyte nuclei at different stages of prophase I of meiosis as indicated by accumulation of the axial element component SYCP3. Arrows, sex bodies; bar = 5 µm.
(PDF)

Figure S3 Confirmation of *Baz1a* disruption. (A) Genomic locus and targeting strategy reproduced from Figure 2A, with restriction map and Southern blot probes (red boxes overlaid). Not to scale. (B) Southern blots confirming successful gene targeting in six CY2.4 ES cell clones, designated by the numbers above each lane. Clone 73 generated the mice used in this study. The expected digest fragment sizes are indicated at the right in kb. M, marker; CY2.4, untargeted ES cell DNA serves as a negative control. Asterisk indicates a cross-reacting band. (C) CHRAC17 and SNF2H were immunoprecipitated (IP) from wild-type and mutant whole testis lysates and immunoblotted for co-IP with BAZ1A, SNF2H and CHRAC17. Mock IP, no antibody. CHRAC17 was not detectable in anti-SNF2H immunoprecipitates, but we note that SNF2H forms multiple complexes that do not include CHRAC17 (including ACF) (Figure S1A). Moreover, BAZ1A was less efficiently co-precipitated with anti-SNF2H than with anti-CHRAC17, and anti-SNF2H and anti-CHRAC17 both precipitated similar amounts of SNF2H. We thus consider it likely that the anti-SNF2H immunoprecipitation is overall less efficient and contains a mixture of different ISWI complexes, many of which lack BAZ1A, CHRAC17 or both, rendering CHRAC17 below the limit of detection.
(PDF)

Figure S4 Heterochromatin formation appears normal in the absence of *Baz1a*. Immunofluorescence on squash preparations of pachytene/diplotene spermatocyte nuclei (A–C) or round spermatids (D–F) from wild type and mutant with antibodies against the heterochromatin markers H3K9me3 (panels A, D), HP1β (panels B, E) and HP1γ (panels C, F). Spermatocytes are also stained for SYCP3. The DAPI-bright regions are the pericentric heterochromatin, which forms numerous discrete clumps in spermatocytes but coalesces in round spermatids into a single condensed structure, the chromocenter. Bar = 10 µm.
(PDF)

Figure S5 Chromosome-specific expression patterns. (A, B) MA plots for probes mapping to the X or Y chromosomes, comparing average expression level to fold change in expression for control spermatids vs spermatocytes (A) or for Baz1a^−/−^ vs. control spermatids (B). The substantial up regulation of many X and Y probes that occurs in the spermatocyte-to-spermatid transition in control animals (A) occurs normally in the absence of BAZ1A (B). Only probes that scored as detectably expressed in at least one sample analyzed in this study are plotted. Dotted line, no change in expression; dashed lines, two-fold change in expression. (C) Chromosomal distribution of differentially expressed probes. For each probe set, the number of probes mapping to a given chromosome was compared to the number expected by chance given how many probes from that chromosome were present on the microarray. Asterisks, statistically significant under- or over-representation (Fisher's exact test, p≤0.05 after correction for multiple testing). 

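Among autosomes, chromosome 7 holds fewer developmental probes than the rest, 25.1% against 30.3% of tested probes (adjusted p = 1.28e-05, Fisher's exact test over probes). So do chromosomes 19 (25.6%, exact adjusted p = 0.0297) and 9 (26.8%, exact adjusted p = 0.0483). Of all probes on the array, chromosome 7 holds 16.7% against 20.5% (Fisher's exact adjusted p = 1.08e-05). By that count chromosomes 1, 9 and 19 also lie below the rest, and 4, 5, 8 and 17 above. Chromosome 7 carries Klk1b27 and its relatives; of 12 tested genes of that family 6 rose across development in controls (limma camera adjusted p = 0.0371; adjusted p = 0.597 with an estimated correlation; not past the threshold in 5 of 26 planned settings).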

No autosomes showed significant enrichment or depletion of probes that are differentially expressed in the normal spermatocyte-to-spermatid transition (“developmentally regulated”), but sex chromosomes were significantly overrepresented. In contrast, sex chromosome probes were greatly underrepresented among those mis-regulated in *Baz1a^−/−^* spermatids (cf. panel B). Probes from chromosomes 1 and 16 were also overrepresented in the mis-regulated class, but the biological significance of this pattern is not known.

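In spermatids 92 of 1374 probes on chromosome 1 (6.70%) and 59 of 784 on chromosome 16 (7.53%) were called between genotypes (adjusted p = 0.00231 for each, Fisher's exact test over probes), and 8 of 679 on X (1.18%, exact adjusted p = 1.34e-05). Chromosome 16 carries Epha6, Cldn5 and Txnrd2, a mitochondrial thioredoxin reductase, which was undetected in controls and at least 4.56-fold higher (limma adjusted p = 3.19e-05) in mutants (3 arrays per genotype). Chromosome 1 carries Sbspon, of the extracellular matrix, undetected in controls and at least 2.35-fold higher (limma adjusted p = 0.000122).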

(PDF)

Figure S6 Normal expression of pachytene piRNAs and repetitive elements in *Baz1a*-deficient spermatids. (A) Northern blot of MIWI-bound RNA following immunoprecipitation and detection with a mixed probe of the pachytene-piRNAs piR-1, 2 and 3. WCE, whole cell extract; IP, immunoprecipitate; M, marker; mock IP, no antibody. (B) Quantitative real-time PCR analysis of the indicated repetitive elements from wild-type and mutant spermatids (mean ± s.d).
(PDF)

Table S1 Purity of sorted testis cell populations.
(PDF)

Table S2 Lists of differentially expressed genes from microarray analysis (Excel file).
(XLSX)

# Supplementary material for: Mouse BAZ1A (ACF1) Is Dispensable for Double-Strand Break Repair but Is Essential for Averting Improper Gene Expression during Spermatogenesis
**Source:** PLoS Genet. 2013 Nov 7;9(11):e1003945. doi: 10.1371/journal.pgen.1003945
**Supplement:** Table S1 — Purity of sorted testis cell populations.

Table S1. Purity of sorted testis cell populations.

<i>Baz1a</i> ^{+/-}			<i>Baz1a</i> ^{-/-}		
Mouse	P/D Spc.	Spermatid	Mouse	P/D Spc.	Spermatid
1	75%	98%	4	NA	100%
2	91%	100%	5	81%	95%
3	99%	100%	6	100%	100%

Squash preparations of each sorted sample were stained with anti-SYCP3 and DAPI and 100 cells of each were classified based on SYCP3 positivity or spermatid characteristics (i.e. chromocenter). The mouse numbers above correspond to the mouse IDs on the expression data in the GEO repository as follows: 1 = 674, 2 = 710, 3 = 713, 4 = 683, 5 = 709 and 6 = 707. PD Spc., pachytene/diplotene spermatocytes; NA, not applicable because not enough cells were present to accurately quantify.

How the deposited data were processed for this re-analysis (not part of the article)

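Gene expression was measured on Illumina MouseWG-6 v2.0 arrays in sorted spermatocytes and sorted round spermatids of 3 heterozygous control mice (1, 2 and 3) and 3 Baz1a-/- mice (4, 5 and 6), 1 array per mouse and cell type. The authors deposited the signal of each probe, a linear bead intensity that was summarized but not background-subtracted or normalized in Illumina software (BeadStudio in the methods of the paper, GenomeStudio 2011.1 in the record). The authors also deposited a detection p-value for each probe and array, which the same software computes from the negative-control beads. The deposited log2 values were made by the authors with limma 3.12.1, by normexp background correction with control probes and quantile normalization. Percent purity of each sort is taken from Table S1, and Table S2 is used as far as its probes are listed.

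From the signals, background was corrected here by normexp with an offset of 16 and the 12 arrays were quantile normalized together (limma 3.58.1, R 4.3.3); the mean and spread of the negative controls were inferred from the detection p-values, because the control probes are not used here. The spermatocyte array of mouse 4 was left out of the tests, as in the paper, which found spermatid RNA in it. Probes detected on at least 1 of the 11 other arrays were tested, without removal of probes of poor annotation quality, because that annotation is not used here. A linear model of the 4 groups with array weights and moderated variances gave mutant against control in each cell type, spermatids against spermatocytes in each genotype, and the difference between the genotype effects of the cell types. Calls need a fold of 2 and a Benjamini-Hochberg adjusted p under 0.05. Overlaps and chromosomes were tested by Fisher's exact test over probes, neighbours on chromosomes with 10000 permutations, and sets of probes with camera (preset correlation of 0.01, and estimated) and fry. Gene names come from the platform table, and 444 tested probes without a name there take the one in Table S2; 4849 tested probes remain without a name. Gene ontology terms were not analysed here.

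Median signal per array was 102 to 114 in control spermatids (median 112), 105 to 114 in control spermatocytes (113), 104 to 118 in mutant spermatids (108) and 101 to 109 in the mutant spermatocytes used (105). The median standard deviation between arrays of a group was 0.20 log2 in control spermatids, 0.23 in mutant spermatids and 0.21 in both spermatocyte groups. The steps were tested on simulated data with 200 changed probes: an 8-fold change was called in 98.5% of cases between spermatid groups and in 93.9% between spermatocyte groups, with 3 and 6 false calls. Between cell types of controls a 2-fold change was called in 43.3% and a 4-fold change in 91.0%, and between those of mutants in 16.4% and 68.7%. False calls numbered 3 and 7. Far more than 200 probes were called between cell types in the real data. The adjusted p is easier to pass there, so these shares may be too low. All 1068 probes that Table S2 lists as mis-regulated in spermatids were tested here, and 1022 were called in the same direction; its 4 spermatocyte probes were all called. Spermatocytes and spermatids with the same number come from the same mouse, by their labels, which the values do not settle. Deviations from the group means correlate at 0.00136 to 0.227 within a control mouse and at -0.221 to 0.0737 between control mice. In mutants they correlate at -0.0423 to 0.143 and at -0.168 to 0.168, where the deviations of the 2 spermatocyte arrays are mirror images. The consensus correlation by mouse is 0.0912.

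The following gene lists were set before the data were examined, as were the tests and their alternatives, but after the paper and its Table S2 had been read: ACF, CHRAC and other ISWI complexes; transition proteins, protamines and testis histone variants; acrosome and sperm head; sperm tail and annulus; testis-specific serine kinases; meiotic prophase; CREM target genes; piRNA pathway, with A-MYB targets; double-strand break repair; the kallikrein 1 family; Wnt target genes. Further lists were vitamin D receptor target genes, interferon response, imprinted genes, Hox genes, cell-cell junctions, p53 targets and apoptosis, integrated stress response, dissociation-induced early genes, Y-linked and multicopy X-linked spermatid genes, the genes the paper names from the array, the Polycomb group, heterochromatin and H3K9 methylation, and spermatid transcription regulators. Cell type markers were those of Leydig cells, Sertoli cells, macrophages, peritubular myoid cells and fibroblasts, endothelial cells, spermatogonia, red blood cells, epididymal epithelium, round spermatids and spermatocytes. Each gene enters a list by its probe with the highest mean. Genes were named by a rule: for each of the 4 comparisons, the 10 largest rises and the 10 largest falls among called probes whose groups do not overlap, 1 probe per gene and unnamed probes skipped. The rule adds the genes the paper names from the array, Baz1a, Smarca5, Pole3 and Chrac1, and from each list up to 4 called members with the largest change and its most highly expressed members. Genes of runs along a chromosome, of X and Y calls, of undetected probes and of the smaller spermatocyte set were named after their values were seen.

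The alternatives were: no background correction; an offset of 50; the authors' deposited values; median scaling; the 11 arrays normalized alone; no array weights; a detection p under 0.01, detection on 3 arrays of a group, or no filter; only probes with 1 gene symbol; the mouse 4 array included; only the groups compared; the replicate number or the mouse as a block; impurity of the sort as a covariate; each array left out in turn; other thresholds; genes in place of probes; other distances, probe numbers, windows and detection rules. Added after the data were seen were the spermatid signature of each array as a covariate, sorts under 85% pure left out, probes without a developmental difference, neighbours with another name stem, Insl3 as a covariate, classes of signal level, position of the spermatid arrays as a covariate, means of the markers that were not called, and all probes on the array as the background for chromosomes. Histology, cytology, imaging, PCR and flow cytometry of the paper were not analysed here.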

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

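The tests of the spermatocyte shift, of Leydig cell RNA by Insl3 and of hybridization between kallikrein paralogs were chosen after the data were seen; what the Insl3 test would show was written down before its own result. For 44 probes the genotype difference differs between spermatids and spermatocytes by a test of that difference (limma interaction, 3 control and 3 mutant spermatid and 3 control and 2 mutant spermatocyte arrays); it is higher in spermatids than in spermatocytes for 37 and lower for 7. Of the 44, 39 were called in spermatids and not in spermatocytes, and 34 have the same sign in both. Without 1 array the number is 17, 19 or 19 (control spermatocytes of mouse 1, 2 or 3), 28, 21 or 21 (control spermatids), 70 or 21 (mutant spermatids of mouse 4 or 6), 22 or 134 (mutant spermatocytes of mouse 6 or 5).

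Chac1 differs by -3.12 log2 between the cell types (SE 0.31, limma adjusted p = 0.00226) and Defa29 by -4.36 (SE 0.57, limma adjusted p = 0.0123), both being lower in mutant spermatids and at 0.05 and -0.09 in mutant spermatocytes. In control spermatocytes Chac1 was undetected and Defa29 detected on 1 array of 3, so a lower level could not show there, and these differences do not tell the cell types apart. In the other direction stand Klk1b24 (3.49, SE 0.50, limma adjusted p = 0.0173), Klk1b27 (3.44, SE 0.60, limma adjusted p = 0.0452), Epha6 (2.71, SE 0.39, limma adjusted p = 0.0173) and Sp5 (2.68, SE 0.41, limma adjusted p = 0.0238). Myo1f (2.61, SE 0.39, limma adjusted p = 0.0192) and Tcf7l1 (2.14, SE 0.29, limma adjusted p = 0.0123) complete the genes named by the rule. With Epha6 they were undetected in control spermatids, with Sp5 in control spermatocytes, and Klk1b24 and Klk1b27 were detected on 1 or 2 of 3 control arrays of either cell type, so the sizes of these differences rest on signals near the floor. The spermatocyte array of mouse 4, which the paper leaves out of its tests because of spermatid RNA, lies at 37.5% of the way from control spermatocytes to control spermatids. On it the probes higher in mutant spermatids, called without this mouse, deviate by 0.74 log2 from the control spermatocyte mean and the lower ones by -0.58.

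Probes mis-regulated in mutant spermatids move the same way in mutant spermatocytes, and RNA of spermatids in the spermatocyte sorts, which a sort by DNA content should remove, is a candidate explanation. Each array's position between the cell types was used as a covariate, and means were taken less that of all tested probes. The higher probes then stay at 0.39 log2 (SE 0.12) in spermatocytes and the lower ones at -0.47 (SE 0.05). The 24 round spermatid markers, of which 23 also stand in other lists, go from 0.57 to -0.04 (SE 0.21), but genes of their kind define the position. The covariate has a single slope for both genotypes, while RNA of mutant spermatids would carry the difference into mutant sorts alone. A part could stay in place, so this fit cannot decide whether such RNA is the whole cause. Mouse 6, at -8.24% of the scale, still deviates by 0.36 and -0.45 log2, on 1 array. Such RNA may be a part of the cause, since mouse 5 exceeds mouse 6 by 0.54 log2 for probes that rise across development and by 0.13 for probes without a developmental difference. Lists called without the mouse scored speak against features of single mutant mice shared by both cell types. Their smallest mean in a mutant mouse is 0.36, beyond the 0.08 of any control array scored in the same way. For the mutant mice, the same control mice serve both the list and the score. Features that these share between cell types thus stay in place. An effect of the genotype that begins in spermatocytes stays open as a hypothesis, found and tested on the same arrays, as does a different mix of stages in the sorts, which was not tested.

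Genes of the Klk1 family are higher in mutant spermatids, and RNA of Leydig cells, which a sort by DNA content should remove, is a candidate source. With the level of Insl3 on each array as a covariate, 6 of 8 called kallikreins stay called, while Klk1b26 (1.65, SE 0.43, to 1.56, SE 0.48) and Klk1b5 (1.35, SE 0.38, to 1.37, SE 0.42) lose their calls as the errors grow. Of the Leydig enzymes Cyp17a1 goes from 2.15 to 1.53 log2 and Cyp11a1 from 1.34 to 1.39, and both stay called, so the covariate leaves a difference of Leydig genes in place and weighs little by itself. Insl3, a Leydig marker detected on every spermatid array, stands at 9.53, 6.81 and 9.04 log2 in control mice 1, 2 and 3 and at 10.64, 7.45 and 10.21 in mutant mice 4, 6 and 5, and the mean of the 8 kallikreins at 6.48, 6.61 and 6.43 and at 9.04, 9.86 and 8.76; the kallikreins do not follow Insl3, and mutant mouse 6 holds less of it than control mice 1 and 3. This argues against more RNA of Leydig cells of unchanged make-up as the source; a change within Leydig cells, whose enzymes rose, stays open. Hybridization of 1 risen gene's RNA to the probes of its paralogs cannot be told apart from a rise of each gene: 4 of 12 members were not called, and the sequences of the probes were not compared here. A rise of the family through the loss of BAZ1A stays open as a hypothesis.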

How the results depend on the processing

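Tests with the spermatid signature of each array as a covariate, without sorts under 85% pure, and on probes without a developmental difference were chosen after the data were seen. Of 448 values of 18 comparisons under the other alternatives, 376 kept their direction and side of the threshold (counts within 1.5 times), 7 lost the threshold, 62 moved and 3 reversed. The 28 called genes named in spermatids kept their call in 721 of 723 values, the 21 named in spermatocytes in 504 of 542, and the 60 named across development in 1530 of 1549. Of 45 named genes without a call, 16 of 1163 values passed. Of 11 calls of gene lists between genotypes, 246 of 286 values held, 38 lost the threshold and 2 reversed, and of 57 lists without a call 63 of 1472 values passed; across development 380 of 390 values of 15 calls held and 10 lost the threshold, and of 53 lists without a call 4 of 1368 values passed. A 2-fold change was called in 14.9% of simulated cases between spermatocyte groups and in 16.4% across development in mutants, the comparisons with 2 mutant spermatocyte arrays. The BeadChip could not be used as a block, because no table names it, and the interaction cannot be had from only the groups compared. For the changes listed below the cause was not tested, except where said.

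Without background correction 267 probes were called in spermatids, 33 in spermatocytes, 4075 across development in controls and 4700 in mutants; the overlap with the 1000 largest developmental changes reversed (4.49%), and the undetected shares were 4.93 and 0%. With an offset of 50 the counts in spermatids and spermatocytes were 564 and 60, the overlap 3.19% and the shares 7.64 and 4.55%. Median scaling gave 187 spermatocyte probes, an odds ratio of 1.15 for X and Y among developmental probes and 6 lists past the test in spermatids. Lists past the test were 8 with a detection p under 0.01, 9 with detection on 3 arrays of a group and 10 with probes of 1 symbol, where fewer genes are tested; the overlap of mis-regulated and developmental probes reversed with detection on 3 arrays (42.6%), and the X and Y odds ratio was 1.17 with 1 symbol. Without a filter, where more probes are adjusted for, the interaction had 17 probes, the overlap with the largest changes was 1.28%, the X and Y odds ratio 1.02 and the undetected share of higher probes 17.5%. Including mouse 4 gave 788 spermatocyte and 124 interaction probes; only the groups compared, with fewer arrays for the variance, 4 spermatocyte probes and an overlap of 2.93%; the impurity covariate 231 and 2.60%.

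The labels give both genotypes the same replicate numbers. Here the numbers stand for different mice. Deviations from the group means correlate at 0.0744 to 0.312 between spermatid arrays of the same number and at -0.288 to 0.184 between others. Spermatocyte arrays of the same number give 0.421 and 0.537, and others -0.537 to 0.147. With 2 mutant spermatocyte arrays the deviations are mirror images, so each of these values forces its opposite. That contrast is thus no sign of pairing. With the number as a replicate block, 1180 probes were called in spermatids, 161 in spermatocytes, 90 in the interaction and 6 lists in spermatids.

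At 1.5-fold 2147 probes passed in spermatids; at 1.5-fold and an adjusted p of 0.1, 2887, and 179 in spermatocytes. With the fold of 2 itself tested the counts were 135 and 5, and 4803 and 4534 across development in controls and mutants. The undetected shares were 24.7 and 19.7% at a detection p of 0.01, and 30.3 and 24.4% by the mean detection p. With 20 neighbours the clustering along chromosomes reversed (70.6%). With the spermatid signature covariate 314 spermatocyte and 211 interaction probes passed, and the overlap was 2.84%; without sorts under 85% pure 26 spermatocyte probes passed and 3 groups formed a branch, as a group with 1 array is not counted. In spermatocytes, round spermatid markers and Y-linked and multicopy X-linked genes reversed with the signature covariate (medians -0.107 and -0.0832 log2), without sorts under 85% pure (-0.24 and -0.17) and without mutant spermatocytes of mouse 5 (-0.67 and -0.25); with each array left out in turn they range up to 1.74 and 1.46 (without mutant spermatocytes of mouse 6).

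Leaving out each array in turn gave 843 to 1394 probes in spermatids and 31 (without control spermatocytes of mouse 1) to 608 (without mutant spermatocytes of mouse 6) in spermatocytes, where 1 mutant array is left and assumed to vary like the other groups. The interaction ranged from 17 (without control spermatocytes of mouse 1) to 134 (without mutant spermatocytes of mouse 5) and the lists past the test in spermatids from 3 to 6 (without mutant spermatids of mouse 6). The undetected shares ranged from 14.3 to 22.6% (without control spermatids of mouse 1) and from 7.14 to 17.1% (without mutant spermatids of mouse 6), and the groups with a branch from 3 (without mutant spermatocytes of mouse 5 or 6, by construction) to 4. The calls of these stayed: 7851 to 8502 and 8257 to 10063 probes across development in controls and mutants, the shift of higher and lower probes in spermatocytes (0.28 to 0.64 and -0.62 to -0.43 log2), the overlap with development (35.9 to 42.8%) and with the largest changes (1.10 to 2.43%), and the X and Y odds ratios (0.181 to 0.368 between genotypes, 1.36 to 1.57 across development).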

Differences from the paper's values

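Between mutant and control spermatocytes the paper's count is 4 probes and the count here 118, at the same thresholds; of 30 alternatives set before the data were examined (4 to 788 probes), only the groups compared (4) and the fold of 2 itself tested (5) leave no difference, and the other 28 do. The paper's 4 probes are among the 118. In this section a value that does not differ lies near the paper's and need not equal it. For example, a share of 2.43% counts below as not differing from 3.6%. Alternatives at 1.5-fold, at an adjusted p of 0.1 or with the fold of 2 tested use other thresholds than the paper's. They do not explain a difference at its thresholds. Of mis-regulated and developmental probes the paper's p is 0.04, here Fisher's exact p = 1.47e-21, and all 30 alternatives differ (2.02e-95 to 0.261). The tested sets are unlike: here 28.4% of 28751 probes are developmental, a smaller share than in the paper. With a detection p under 0.01, 38.1% of 21569 probes are, and 42.4% of the mis-regulated ones, both near the paper's shares. The paper's count of mis-regulated probes among the 1000 with the largest developmental change is 39, here 22 (4 to 55). It does not differ with a detection p under 0.01, detection on 3 arrays of a group, only the groups compared, the impurity covariate, without mutant spermatocytes replicate 2 or 3, at 1.5-fold, at an adjusted p of 0.1 or at both; the other 21 differ.

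As a share of mis-regulated probes these are the paper's 3.6% and 1.87% here (1.10 to 4.49%). The share does not differ without background correction, with an offset of 50, only the groups compared, the impurity covariate, without mutant spermatocytes replicate 2 or 3, at an adjusted p of 0.1 or with the fold of 2 tested; the other 22 differ. The paper's p of this overlap is 0.043, here Fisher's exact p = 0.00112 (7.37e-08 to 1); without a filter, without mutant spermatocytes replicate 2 or 3 and at an adjusted p of 0.1 it does not differ, and it does in the other 26. With the spermatid signature covariate, chosen after seeing the values, the count is 35 of 1232 (2.84%), and 19 of the 1068 probes in Table S2 are not called.

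X and Y probes that rise across development are the paper's 19.9% and 36.5% of tested probes here (20.1 to 74.1%). Without background correction and without a filter the share does not differ, and in the other 28 alternatives it does. The denominators may be unlike, as the paper does not state its own. Of all 1298 X and Y probes on the array the share here is 20.1%, near the paper's. Of probes higher in mutant spermatids the paper's share undetected in controls is 25%, here 14.7% (4.93 to 30.3%). It does not differ without a filter, without any 1 of the control spermatids, without mutant spermatids replicate 2, at 1.5-fold with either adjusted p, with the fold of 2 tested, at a detection p of 0.01 or by the mean detection p; the other 22 of 32 alternatives differ. Of lower probes the paper's share undetected in mutants is 20.1%, here 7.94% (0 to 24.4%); without mutant spermatids replicate 2, at a detection p of 0.01 and by the mean detection p it does not differ, and in the other 29 it does. Neither the paper's text nor its methods state the rule for undetected probes. Leaving out an array of the group judged loosens the rule used here, which alone can raise the share.

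For probes that rise against probes that fall across development, compared in mutant spermatocytes, the paper's p is about 0.93 in Fig. 8F, read by eye, and here Wilcoxon p = 4.16e-289 over probes, which are not independent replicates; all 30 alternatives differ (8.33e-145 at most). The paper describes these sets as not shifted in mutant spermatocytes; here their means are 0.22 and -0.09 log2, and with an estimated correlation neither set passes (limma camera p = 0.281 and 0.535). The paper finds no autosome that departs from the rest in developmental probes, counted against all probes on the array. Here chromosome 7 falls below the rest, with 25.1% against 30.3% of tested probes and, by the paper's count, added after seeing the values, 16.7% against 20.5% of all probes (Fisher's exact adjusted p = 1.08e-05), as do 9 and 19 by both counts; by the paper's count 1 also falls below and 4, 5, 8 and 17 lie above. It reports a single gene lowered 8-fold or more, and here Chac1 passes that level besides Defa29. It reports no local clustering of mis-regulated genes. Here 30.3% of called genes have a called gene among their 5 nearest (permutation p = 0.0454). The excess is not past the test without neighbours whose symbols share their first letters.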

Other observations

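The tests of shared control arrays, of signal level and of array position below were chosen after the data were seen; what the last would show was written down before its own result. None of the lists named next passed between spermatocytes and spermatids of controls, where 28.4% of all tested probes were called (3 arrays per cell type). Of 19 genes of double-strand break repair 7 fell and 0 rose (limma camera adjusted p = 0.197): Palb2, a partner of BRCA2, fell by 2.46 log2 (SE 0.21, limma adjusted p = 4.29e-07), and the ubiquitin ligase gene Rnf8 fell by 2.23 log2 (SE 0.21, limma adjusted p = 8.46e-07). Of 13 genes of heterochromatin 4 fell and 1 rose (limma camera adjusted p = 0.379): the maintenance DNA methyltransferase gene Dnmt1 fell by 3.78 log2 (SE 0.16, limma adjusted p = 9.87e-09), its relative Dnmt3b fell by 2.54 log2 (SE 0.23, limma adjusted p = 6.44e-07), while Dnmt3l, a cofactor without catalytic activity, rose by 4.05 log2 (SE 0.31, limma adjusted p = 2.02e-07). Of 16 transition proteins, protamines and testis histone variants 7 rose and 4 fell (limma camera adjusted p = 0.628). Hils1, a linker histone of spermatids, rose by 4.19 log2 (SE 0.50, limma adjusted p = 9.2e-06), and H3f3b, which encodes histone H3.3, fell by 4.15 log2 (SE 0.19, limma adjusted p = 1.09e-08). Of 16 transcription regulators of spermatids 6 rose and 3 fell (limma camera adjusted p = 0.742), with Rfx1, of the ciliary RFX family, rising most. Of 16 early genes of cell dissociation Klf4, Klf2, Dusp1 and Jund rose (limma camera adjusted p = 0.197), and of 28 genes of meiotic prophase 6 rose and 6 fell (limma camera adjusted p = 0.995).

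Between genotypes, Sox9, a transcription factor of Sertoli cells, was higher by 1.22 log2 (SE 0.23, limma adjusted p = 0.00479) in mutant spermatids, the single call among 13 Sertoli markers (limma camera adjusted p = 0.641; 3 arrays per genotype). Cbx7, of the Polycomb group, fell by 1.17 log2 (SE 0.26, limma adjusted p = 0.0148), the single call of 14 (limma camera adjusted p = 0.607), and Cdkn1c was the single one of 16 imprinted genes (limma camera adjusted p = 0.409). Called members were 2 of 12 myoid and fibroblast markers (limma camera adjusted p = 0.0512), 1 of 10 macrophage markers (limma camera adjusted p = 0.137) and Ank1 of 2 red blood cell markers (limma camera adjusted p = 0.0764). Ank1 stood at 7.91 to 9.17 in mutant and 5.07 to 6.00 in control spermatids, and Slc4a1, the other red blood cell marker, at 4.29 to 4.89 and 4.44 to 4.57. The array means of Leydig cell markers were 5.58 to 6.28 and 5.11 to 5.49, and without the 2 called members 5.14 to 5.87 and 5.16 to 5.49. With 0 members called by limma over all tested probes stand heterochromatin (13 genes, limma camera adjusted p = 0.0916), vitamin D receptor targets (5, limma camera adjusted p = 0.3), double-strand break repair (19, limma camera adjusted p = 0.374), p53 targets (16, limma camera adjusted p = 0.709) and transcription regulators of spermatids (16, limma camera adjusted p = 0.709). The same holds for early genes of dissociation (16, limma camera adjusted p = 0.724), ISWI complexes (10, limma camera adjusted p = 0.883), transition proteins, protamines and histone variants (16, limma camera adjusted p = 0.883), spermatogonium markers (14, limma camera adjusted p = 0.883) and epididymal markers (4, limma camera adjusted p = 0.901).

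In spermatocytes, lists that point higher in mutants hold few called members (2 mutant and 3 control arrays). The genes the paper names, chosen on these samples, have 6 of 16 called (limma camera adjusted p = 6.45e-30; adjusted p = 0.03 with an estimated correlation). Kallikreins have 0 of 12 (limma camera adjusted p = 0.00795, and adjusted p = 0.568 with an estimated correlation). Klk1b27, Klk1b24 and Klk1b21 stood at 7.16, 6.59 and 6.86 in mouse 5 and at 5.09, 5.10 and 5.91 in mouse 6. Controls lay at 4.36 to 4.83, 4.42 to 4.95 and 4.86 to 5.65. Endothelial markers have only Cldn5 of 11 (limma camera adjusted p = 0.00795, and adjusted p = 0.159 with an estimated correlation). Cell junctions have Evpl and Cldn5 of 38 (limma camera adjusted p = 0.0309, and adjusted p = 0.159 with an estimated correlation). Wnt targets have Sp5 of 14 (limma camera adjusted p = 0.0437, and adjusted p = 0.25 with an estimated correlation). These 4 lists lost the threshold in 5, 3, 7 and 14 settings. Across development in mutants, 9 of 12 kallikreins rose (median 3.42 log2; limma camera adjusted p = 0.000141; adjusted p = 0.411 with an estimated correlation), and 13 of 21 piRNA pathway genes fell (median -1.55; limma camera adjusted p = 1.5e-05; adjusted p = 0.132 with an estimated correlation).

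Splits of the arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. In spermatids the real split calls 1177 probes and the highest other 4, and 1 of the 10 splits, the real one, calls as many; 3 lists pass in the real split and 4 in the highest other, and 4 splits have as many. In controls the real split by cell type calls 8168 probes, again 1 of 10, and the highest other 7734, also among the splits that part all 3 mice. That splits mixing the cell types call many probes points to a structure of the samples: the array weights set aside the single array of the other cell type in each group. Without array weights the real split calls 8138 probes and the highest other 0 by limma, and in spermatids 1053 and 1.

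Probes higher in mutant spermatids are few among those that fall across development and many among those that rise. The control spermatid arrays shared by both comparisons argue the other way: unchanged mutants simulated against them give the fold changes a covariance of -0.0230, against 0.111 measured. Against the signal level of the probes in spermatids speaks the odds ratio for probes that fall within 20 classes of level, 0.180 (95% confidence interval 0.135 to 0.241); without a detection filter the odds ratio over all probes is 0.681, against 0.336. For probes that rise the odds ratio goes from 3.16 to 1.83 within these classes (1.56 to 2.16), and to 1.91 with detection on 3 arrays of a group, so level accounts for a part of that excess and not for the whole. With each array's position as a covariate the odds ratio is 0.355, where 1095 probes are called and the mean positions are 100 and 102%. The position rests on probes without a genotype difference in spermatids, so both genotypes lie close by construction. The fit thus cannot decide whether mutant spermatid sorts were further along in development or purer. Probes lower in mutants are rich in rising ones as well (odds ratio 2.98, and 1.55 within classes of level). The shared control arrays favour that class, as their negative covariance shows. Whether the excess among rising probes is particular to raised genes thus cannot be decided here. That loss of BAZ1A seldom raises genes which spermatids switch off may be put forward as a hypothesis, found and tested on the same arrays.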
